# PARN Maintains RNA Stability to Regulate Insulin Maturation and GSIS in Pancreatic β Cells

**DOI:** 10.1002/advs.202407774

**Published:** 2024-09-19

**Authors:** Xiaomei Xie, Xuexue Chen, Chaofan Wang, Longjie Sun, Weiru Yu, Zheng Lv, Shuang Tian, Xiaohong Yao, Fengchao Wang, Deqiang Ding, Juan Chen, Jiali Liu

**Keywords:** β cell, insulin maturation and secretion, RNA binding protein

## Abstract

Diabetes, a metabolic disorder characterized by hyperglycemia, underscores the importance of normal pancreatic β‐cell development and function in maintaining glucose homeostasis. Poly(A)‐specific ribonuclease (PARN) serves as the principal regulator of messenger RNA (mRNA) stability, yet its specific role in pancreatic β cells remains unclear. This study utilizes mice with targeted PARN deficiency in β cells to elucidate this role. Notably, *Parn* conditional knockout mice present unaltered β‐cell development and insulin sensitivity but reduced glucose‐stimulated insulin secretion (GSIS). The observed outcomes are corroborated in NIT‐1 cells. Furthermore, transcriptomic analyses reveal aberrant mRNA expression of genes crucial for insulin secretion in PARN‐deficient β cells. Insights from linear amplification of complementary DNA ends and sequencing and coimmunoprecipitation experiments reveal an interaction between PARN and polypyrimidine tract‐binding protein 1 (PTBP1), regulating the RNA stability of *solute carrier family 30, member 8* (*Slc30a8*) and *carbohydrate sulfotransferase 3* (*Chst3*). Interference with either PARN or PTBP1 disrupts this stability. These data indicate that PARN deficiency hampers GSIS and insulin maturation by destabilizing *Slc30a8* and *Chst3* RNAs. These findings provide compelling evidence indicating that PARN is a potential therapeutic target for enhancing insulin maturation and secretion.

## 1 Introduction

Diabetes manifests as a multifaceted metabolic disorder characterized by chronic hyperglycemia and is typically categorized into gestational diabetes, CNOT^[^ ^1^ ^]^ type 1 diabetes mellitus,^[^ ^2^, ^3^ ^]^ type 2 diabetes mellitus (T2DM),^[^ ^4^ ^]^ or other specific types.^[^ ^5^ ^]^ The etiology involves disruptions in insulin secretion, abnormal insulin activity, or a combination of both factors.^[^ ^6^ ^]^ Mature insulin, comprising a 30‐residue B chain and a 21‐residue A chain interconnected by two disulfide bonds, plays a pivotal role in glucose regulation.^[^ ^7^ ^]^ Islets constitute ≈1–2% of the pancreatic volume, and house β cells, which account for 60–70% of the islet cell population.^[^ ^8^ ^]^ The synthesis and secretion of insulin by β cells are essential for sustaining normal metabolic processes in organisms.

The synthesis of insulin in response to glucose involves intricate regulation at multiple levels, including transcriptional, translational, and posttranslational processes.^[^ ^9^ ^]^ RNA‐binding proteins (RBPs), a diverse group of proteins with various structures and functions, play crucial roles in the posttranscriptional control of both mRNAs and noncoding RNAs. Their influence extends to RNA splicing, transport, modification, stability, and translation.^[^ ^10^ ^]^ Notably, among posttranscriptional regulators are RBPs such as ELAV like RNA binding protein 4 (HuD), protein disulfide isomerase (PDI), and polypyrimidine tract‐binding protein 1 (PTBP1), which were identified for their roles in insulin expression by binding to the untranslated region (UTR) of insulin mRNA.^[^ ^11^ ^]^ The *cis*‐acting sequence element in the mRNA UTR collaborates with *trans*‐acting factors, including microRNAs and RBPs, to dynamically modulate the translation of β cells in response to external stimuli, thereby contributing to glucose homeostasis. Key regulators such as CUG‐binding protein 1 activate phosphodiesterase 3B (PDE3B), influencing insulin secretion,^[^ ^12^ ^]^ whereas DEAD box 1 (DDX1)‐mediated inhibition of insulin translation exacerbates insulin resistance in individuals with obesity, leading to elevated blood glucose levels.^[^ ^13^ ^]^ These findings underscore the essential role of RBPs in maintaining the functionality of mouse β cells.

Within eukaryotic cells, the equilibrium between mRNA synthesis and degradation is pivotal for mRNA homeostasis. Deadenylation, the removal of adenosine residues from the poly(A) tail, represents the primary and critical step in the mRNA degradation pathway.^[^ ^14^ ^]^ In mammals, the carbon catabolite repression 4 (CCR4)‐negative on TATA‐less (NOT) complex serves as the principal deadenylase, with CNOT1 being a key catalytic subunit.^[^ ^15^ ^]^ Studies have indicated that mice deficient in CNOT1 exhibit diminished quality white adipose tissue and brown adipose tissue, underscoring the role of the CCR4‐NOT complex in regulating gene expression and the subsequent impacts on insulin sensitivity, lipid metabolism, and body temperature control.^[^ ^16^ ^]^ However, the influence of deadenylases on insulin synthesis and secretion remains unclear. Poly(A)‐specific ribonuclease (PARN), a prominent mammalian deadenylase, uniquely binds both the 5′ cap structure and 3′ poly(A) tail, increasing the mRNA degradation rate and processability.^[^ ^17^ ^]^ Consequently, our investigation sought to elucidate whether PARN plays a discernible role in the processes of insulin synthesis or secretion.

In our current investigation, we initially observed a reduction in insulin secretion in *Parn*‐knockdown NIT‐1 cells subjected to high‐glucose conditions. We subsequently generated mice with β‐cell‐specific *Parn* knockout to systematically assess the role of PARN in β‐cell function. Intriguingly, the absence of PARN did not yield discernible alterations in islet morphology, β‐cell mass, islet size, or insulin sensitivity in the murine model. However, it manifested as glucose intolerance, insulin immaturity, and a noteworthy reduction in glucose‐stimulated insulin secretion (GSIS). These findings underscore the specific impact of PARN deficiency on aspects of glucose metabolism and insulin secretion without overtly affecting key structural and sensitivity parameters in the β cells of mice.

## 2 Results

### 2.1 PARN Inhibition Impairs Glucose‐Stimulated Insulin Secretion in NIT‐1 Cells

We initially examined the expression of PARN in NIT‐1 cells through immunofluorescence (IF) to assess the role of PARN in β cells, and the results revealed that PARN was expressed mainly in the nucleus (**Figure** **1**A). We subsequently confirmed a substantial reduction in *Parn* mRNA (Figure S1A, Supporting Information) and protein expression levels upon the transfection of *Parn* small interfering RNAs (siRNAs) into NIT‐1 cells, with siRNA1 generating the most pronounced effect on gene expression (Figure 1B). Notably, there was no difference in insulin secretion between the PARN‐deficient NIT‐1 cells and the negative control (NC) cells in the presence of low glucose, but after 1 h in the presence of high glucose, insulin secretion was significantly reduced. When the background under low‐glucose conditions was subtracted from the high‐glucose samples, insulin secretion was decreased by ≈75% compared with that of the NC group (Figure 1C). Additionally, we performed insulin secretion experiments with β‐TC6 cells, and the results revealed that *Parn* knockdown in β‐TC6 cells did not affect basal insulin secretion, but GSIS decreased (Figure 1D,E), which was consistent with the results in NIT‐1 cells. These findings underscored the functional involvement of PARN in the process of GSIS.

**Figure 1:**
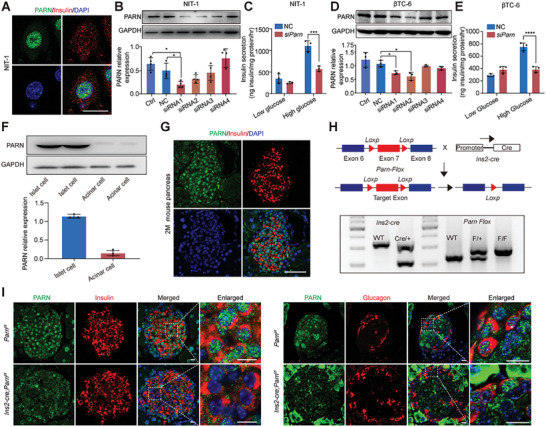
PARN inhibition impairs glucose‐stimulated insulin secretion in NIT‐1 and β‐TC6 cells and PARN was successfully selectively deleted in β cell. A) Immunofluorescence double staining NIT‐1 cells with antibodies against insulin (red), PARN (green), nuclei were stained with 4',6‐diamidino‐2‐phenylindole (DAPI) (blue). B) Western blotting analysis was performed to detect the expression level of PARN protein in NIT‐cells transfected with siRNA 48 h, *n* = 3–4. C) Insulin ELISA kit was used to detect the insulin secretion of NIT‐cells transfected with *Parn* siRNA1, *n=3*. D) Western blotting analysis was performed to detect the expression level of PARN protein in β‐TC6 cells transfected with siRNA 48 h, *n* = 3. E) Insulin ELISA kit was used to detect the insulin secretion of β‐TC6 cells transfected with *Parn* siRNA2, *n* = 3. F) Western blotting was used to analyze protein expression in islets and acinar cells, quantitative data from three independent experiments. G) 2 months pancreatic sections were subjected to co‐IF staining using antibodies against insulin (red), PARN (green), nuclei were stained with DAPI (blue). H) Knockout scheme design in mice and polymerase chain reaction, the DNA templates came from mice tails. I) Co‐immunofluorescent images of pancreatic sectioned islets from 18 weeks old Ctrl and cKO mice showing PARN (green), insulin (red), glucagon (red), and nuclei were stained with DAPI (blue), bar = 25 µm. ns *p* ≥ 0.05, *p < 0.05, ***p < 0.001, ****p < 0.0001, Student's *t*‐test and ANOVA.

### 2.2 PARN Was Specifically Knocked Out in Mouse β Cells

We explored the functional role of PARN in mouse β cells by evaluating its expression across various mouse tissues through Western blotting. The results revealed increased expression of PARN in the mouse pancreas, with particularly elevated protein levels observed in the islets (Figure S1B (Supporting Information) and Figure 1F). Further characterization of PARN expression patterns involved IF costaining of PARN and insulin, which revealed robust expression of PARN in β cells at different time points (Figure S1C (Supporting Information) and Figure 1G). These findings suggest a potential role for PARN in β cells.

We generated mice with specific *Parn* knockout in β cells by establishing insulin 2 (*Ins2)‐cre; Parn^f/f^* mice through crosses of loxp‐flanked *Parn ^f/f^* mice with *Ins2‐cre* mice. These mice were designated *Parn*‐specific knockout mice in β cells (cKO), whereas *Parn ^f/f^* mice and other littermates served as controls (Ctrl) (Figure 1H). The negative IF costaining of PARN and insulin and the positive one with glucagon (Figure 1l). These results indicated the successful construction of a mouse model featuring specific *Parn* knockout in β cells.

### 2.3 Specific Knockout of *Parn* in β Cells Is Associated with Glucose Intolerance but Not with Insulin Resistance

To evaluate the impact of β‐cell‐specific *Parn* deletion in mice, we assessed blood glucose levels in mice fed with a normal diet (ND). Initially, fasting and ad libitum blood glucose levels were comparable between the cKO and Ctrl mice (**Figure** **2**A,B). However, glucose tolerance was significantly impaired in the cKO mice at 12 weeks of age, in *Ins2‐cre; Parn ^f/+^* mice, glucose levels did not differ from those in *Parn ^f/f^* mice (Figure 2C). This finding is consistent with previous reports indicating glucose intolerance in *Ins2‐cre* mice.^[^ ^18^ ^]^ Similarly, at 16 weeks of age, cKO mice presented significantly higher blood glucose concentrations than Ctrl mice (Figure 2E). Importantly, the loss of PARN in β cells did not influence insulin sensitivity, as evidenced by the insulin tolerance test (ITTs) conducted at 13 and 17 weeks of age (Figure 2D,F). Similar findings were observed in female *Parn* cKO mice (Figure S2, Supporting Information). These results illustrated that β‐cell‐specific *Parn* knockout induced glucose intolerance without affecting insulin sensitivity in ND‐fed mice.

**Figure 2:**
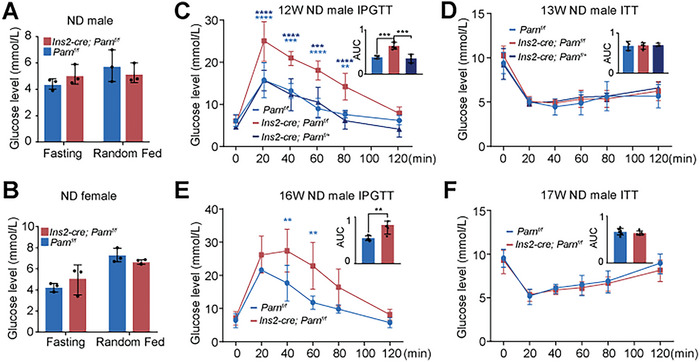
β‐cell specific knockout *Parn* induces glucose intolerance but not insulin sensibility. A) Blood glucose concentrations in fasting and free‐feeding ND male Ctrl and cKO mice, *n* = 3. B) Blood glucose concentrations in fasting and free‐feeding ND female Ctrl and cKO mice under normal feeding conditions, *n* = 3. C,E) Blood glucose excursions during a 2 g kg^−1^ glucose tolerance test of (C) 12, (E) 16 weeks male mice and the area under the curve (AUC), *n* = 3–5. D,F) Insulin tolerance test of (D) 13, (F) 17 weeks male mice and the AUC, *n* = 3–6. **p < 0.01, *** *p* < 0.001, ****p < 0.0001, Student's *t*‐test and ANOVA.

### 2.4 PARN Is Not Required for β‐Cell Development

We subsequently explored whether the observed impaired glucose tolerance in cKO mice stemmed from alterations in β‐cell mass and islet size. IF staining of pancreatic sections from cKO and Ctrl mice for insulin and glucagon revealed that *Parn* deletion did not influence the distribution of α or β cells within the islets (**Figure** **3**A). At 3 days, the β‐cell mass was not significantly different between the cKO and Ctrl mice (Figure 3B). Comparable body weights (Figure 3C) and pancreatic weights (Figure 3D) were compared between the two groups at 18 weeks. Furthermore, at 18 weeks, pancreatic sections subjected to insulin immunohistochemistry (IHC) staining displayed no significant differences in β‐cell mass (Figure 3E,F) or the distribution of islet size (Figure 3G) between cKO and Ctrl mice. A parallel phenotype was observed in female mice (Figure S3A–F, Supporting Information). These findings suggested that *Parn*‐specific deletion in β cells had no discernible effect on the morphology or development of islets.

**Figure 3:**
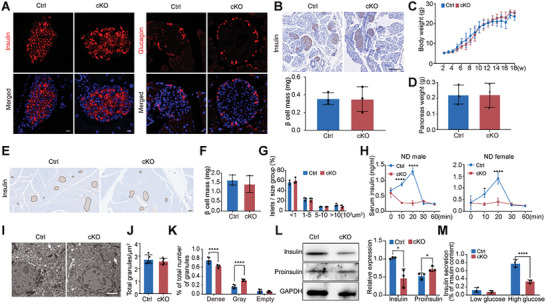
Selective deletion of *Parn* in pancreatic β cells leads to impaired glucose‐stimulated insulin secretion. A) Immunofluorescent images of pancreatic sectioned from 18 weeks Ctrl and cKO mice showing insulin (red, left), glucagon (red, right), and nuclei (DAPI, blue), bar = 10 µm. B) Representative images of IHC pancreatic sections and the statistical results of β‐cell mass at P3 Ctrl and cKO mice, bar = 100 µm, *n* = 3. C) Body weight from 2 to 18 weeks Ctrl and cKO mice, *n* = 4. D) Pancreas weight at 18 weeks Ctrl and cKO mice, *n* = 3. E) IHC of insulin pancreatic sections from 18 weeks old Ctrl and cKO mice, bar = 100 µm. F) β‐cell mass was calculated in 18 weeks Ctrl and cKO mice, *n* = 3. G) Islet size distribution as stratified by ranges of islet area from 18 weeks Ctrl and cKO mice by ImageJ, *n* = 3. H) Serum insulin level at fasting, 10, 20, 30, and 60 min after glucose injection from 18 weeks old male and female Ctrl and cKO mice, *n* = 3–4. I) The transmission electron microscopy images are from 18 weeks old Ctrl and cKO mice, with arrows indicating mature insulin secretion granules, arrow heads indicating immature insulin secretion granules, arrows indicating empty granules, bar = 2 µm. J) The number of total insulin granules calculated from the vesicle area, *n* = 5. K) The percentage of dense‐core, gray‐core, and empty insulin granules calculated from the vesicle area, *n* = 5. L) The insulin and proinsulin protein level of cKO and Ctrl mice was detected by Western blotting, *n* = 3. M) Insulin secretion assay on islet from 18 weeks old Ctrl and cKO male mice with 3 and 20 mm glucose in vitro. Insulin secretion/intracellular insulin content ratio, bar = 20 µm, *n* = 3. *p < 0.05, ****p < 0.0001, Student's *t*‐test and ANOVA.

### 2.5 Loss of PARN in β Cells Causes GSIS Deficiency

We investigated insulin secretion through a GSIS assay to elucidate the mechanism underlying impaired glucose tolerance in cKO mice with β‐cell *Parn* deficiency. Enzyme‐linked immunosorbent assays (ELISAs) revealed no significant difference in the serum insulin concentration between the Ctrl and cKO mice after fasting, but both the female and male cKO mice presented reduced serum insulin levels in response to glucose in vivo (Figure 3H). The intracellular islet insulin concentration was assessed via transmission electron microscopy (TEM) (Figure 3I) and quantified by analyzing insulin granules with ImageJ. The total number of insulin‐secreting granules in the cKO mice did not decrease (Figure 3J), but a decrease in the number of mature insulin‐secreting granules accompanied by an increase in the number of immature insulin‐secreting granules was observed (Figure 3K). The islets of cKO and Ctrl mice were isolated to analyze the expression levels of insulin and proinsulin. The level of insulin protein in the islets of cKO mice significantly decreased, whereas the expression of proinsulin protein increased significantly (Figure 3L). These results were consistent with our TEM observations, providing further evidence for the presence of insulin maturation disorders in cKO mice.

Additionally, islet cells that had been isolated and cultured in vitro presented a decreased ratio of secreted insulin to intracellular insulin in the presence of 20 mm glucose (Figure S3G (Supporting Information) and Figure 3M). These findings suggested that the absence of PARN in β cells resulted in diminished GSIS and impaired insulin maturation.

### 2.6 Dysfunction of GSIS in High‐Fat‐Diet (HFD)‐Fed cKO Mice

Obesity, a critical risk factor for diabetes, contributes to metabolic disorders.^[^ ^19^ ^]^ We fed both Ctrl and cKO mice a HFD from 4 to 18 weeks of age to investigate the impact of a metabolic challenge on β‐cell *Parn* deficiency. The fed and fasting blood glucose levels were similar between the Ctrl and cKO mice (**Figure** **4**A,B). Nevertheless, at 12 and 16 weeks of age, cKO mice displayed glucose intolerance (Figure 4C,E). ITTs revealed no discernible differences in blood glucose levels between cKO and Ctrl mice (Figure 4D,F), indicating that impaired systemic glucose homeostasis in cKO mice was unrelated to insulin sensitivity. We compared body weights between cKO and Ctrl mice to explore the potential causes of glucose intolerance and found no significant differences (Figure 4G). There were no significant differences in pancreatic weight, β‐cell mass, or islet size distribution, as assessed by insulin staining of pancreatic sections, between the cKO and Ctrl mice (Figure 4H–K). Serum insulin measurements further supported these findings, with cKO mice showing consistent fasting insulin levels but significantly lower insulin levels than Ctrl mice following glucose stimulation (Figure 4L). Notably, these observations were also observed in female mice (Figure S4, Supporting Information). Collectively, these results suggested that HFD‐fed cKO mice maintained normal β‐cell development and that their impaired glucose homeostasis in response to glucose stimulation was attributed primarily to a substantial reduction in insulin secretion. Importantly, the cKO mouse phenotype was not exacerbated by obesity.

**Figure 4:**
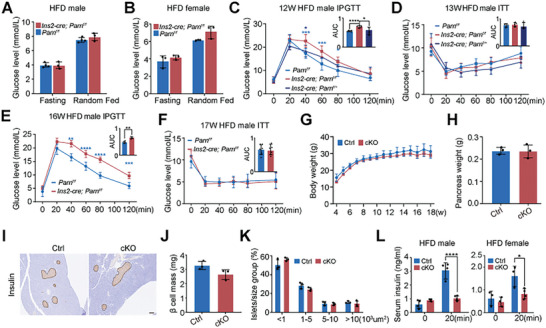
Impairment of glucose‐induced insulin secretion in β‐cell‐specific *Parn*‐knockout mice in high fat diet. A,B) Blood glucose level in fasting and free‐feeding male (A) mice and female (B) HFD Ctrl and cKO mice, *n* = 3–4. C,E) Blood glucose levels during IPGTT in 12 weeks (C) and 16 weeks (E) Ctrl and cKO mice, with calculated AUCs, *n* = 4–6. D,F) Blood glucose levels during ITT in 13 weeks (D) and 17 weeks (F) Ctrl and cKO mice and the AUC, *n* = 4–6. G) Body weight of Ctrl and cKO mice during 15 weeks of HFD, *n* = 3–6. H) Pancreas weight at 18 weeks of age, *n* = 3. I) IHC pancreatic sections from 18 weeks Ctrl and cKO mice, bar = 100 µm. J) β‐cell mass in entire pancreas from 18 weeks Ctrl and cKO mice, *n* = 3. K) Islet size distribution as stratified by ranges of islet area from 18 weeks Ctrl and cKO mice by ImageJ, *n* = 3. L) Serum insulin was measured in 18 weeks old Ctrl and cKO mice at fasting and 20 min after glucose injection, *n* = 3–4. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Student's *t*‐test and ANOVA.

### 2.7 Loss of PARN in β Cells Results in Decreased Expression Levels of Genes That Affect Insulin Secretion

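RNA was sequenced from 3 islet samples of Ctrl mice and 3 of cKO mice at 12 weeks of age. In the cKO mice, the Cre recombinase expressed from the *Ins2* promoter deletes *Parn* in β cells, and *Parn f/f* mice and other littermates served as Ctrl. Whether any Ctrl sample carried the Cre transgene is not known here, so its effects cannot be told apart from those of the deletion. The isolated islets also hold α, δ and other cells, whose RNA is part of each sample. The authors deposited the expression of 55060 genes, listed by Ensembl identifier with coordinates of GRCm38, as FPKM, the number of fragments on a gene scaled by its length and by the size of the library. In every sample, FPKM multiplied by gene length was a whole multiple of 1 step for 100% of the values, so the number of reads behind each value and the library size used by the authors could be read back. These library sizes, which are the divisors behind the FPKM, were 17448159, 15731223 and 16636542 in Ctrl replicates 1, 2 and 3. In cKO replicates 1, 2 and 3 they were 17567373, 17386442 and 18085944. At these sizes, 1 read on a gene of 1 kilobase corresponded to an FPKM between 0.0553 and 0.0636. The reads on genes summed to 17519109, 16470783 and 17143763 in the Ctrl samples, above the library size in each, and to 17064511, 16289408 and 17944775 in the cKO samples, below it in each. The divisor is therefore not a plain total of the reads on genes, and how the authors set it is not known here. *Ins2* alone took 20.2%, 21.4% and 22.7% of the reads in the Ctrl samples and 14.7%, 17.4% and 17.6% in the cKO samples. Expression was compared on the log2(FPKM + 1) scale with limma's moderated test over the 21211 genes with a mean FPKM of at least 0.1, two-sided, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low FPKM. On simulated samples of the same size, in which 200 genes were changed 4-fold, the test recovered 68.5% of them at an adjusted p under 0.05, and 87.2% of the 133 that had a mean FPKM of at least 1. The simulated genes varied independently, with spreads drawn from well-covered genes, and no simulated sample stood apart from the others. The shares recovered in the real samples may therefore be lower, and changes smaller than 4-fold were not simulated for single genes.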

We conducted RNA‐seq profiling of islets from Ctrl and cKO mice to elucidate the underlying mechanisms by which PARN influences insulin secretion. 

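Across the 21211 genes tested, Pearson's r of log2(FPKM + 1) between samples of the same genotype was 0.943 to 0.973 for the 3 pairs of Ctrl samples, with a mean of 0.955 ± 0.0156 (SD). For the 3 pairs of cKO samples it was 0.971 to 0.976, with a mean of 0.974. The 9 pairs of a Ctrl with a cKO sample had r between 0.949 and 0.970, with a mean of 0.962. The cKO samples were thus closer to each other than to any Ctrl sample, whereas the mean r within Ctrl was lower than the mean r between the genotypes by less than the SD of the Ctrl pairs. Ctrl replicate 1 had the lowest mean r with the other 5 samples, at 0.951, against 0.961 to 0.968 for the other samples. The correlation between the mean of the Ctrl samples and the mean of the cKO samples was 0.985. These correlations are across genes, which are not independent replicates, so no p was computed for them. With a pseudocount of 0.1 in place of 1, the choice that moved the mean within Ctrl the most, it was 0.907, below the 0.919 between the genotypes. On FPKM without log the order was the reverse, with means of 0.997 within Ctrl, 0.993 within cKO and 0.988 between the genotypes.

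**Figure D1:**
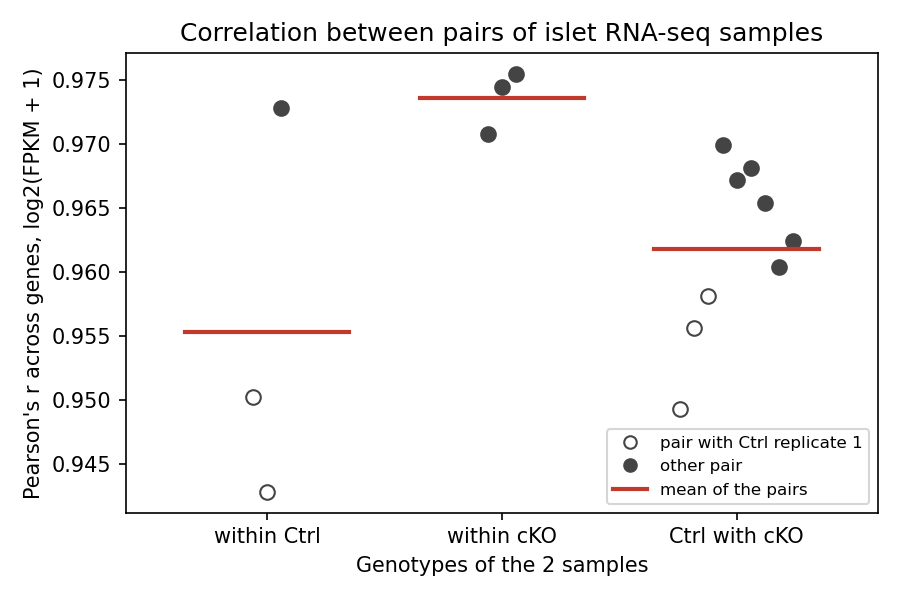
Pearson's r across genes on the log2(FPKM + 1) scale (vertical axis) for each pair of the 6 islet samples, grouped by the genotypes of the pair; each point is a pair, open points are pairs with Ctrl replicate 1, and lines are the means of the pairs. Every pair with Ctrl replicate 1 has an r of 0.958 or lower.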

An analysis of differentially expressed genes (DEGs) revealed robust repeatability across all three replicates within the same genotypes (**Figure** **5**A). 

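*Parn* (ENSMUSG00000022685) lies on chromosome 16 of GRCm38 from 13537960 to 13668170. Its FPKM was 6.64, 8.34 and 7.38 in the Ctrl samples and 4.97, 4.61 and 6.15 in the cKO samples, so every cKO sample lay below every Ctrl sample. With 3 samples against 3, an exact two-sided permutation test cannot give a p below 0.1. The mean *Parn* FPKM was 7.45 ± 0.854 (SD, n = 3) in Ctrl and 5.24 ± 0.809 (SD, n = 3) in cKO, a log2 fold change of -0.44 (standard error 0.131, adjusted p = 0.545 from limma with Benjamini-Hochberg adjustment). Of the genes tested, 0 were higher and 0 were lower in cKO islets at an adjusted p under 0.05, and the smallest adjusted p was 0.274. At an unadjusted p under 0.05, 919 genes were higher and 651 were lower, in all 1570 or 7.40% of the genes tested, where 1061 would pass if no gene differed. Of the alternatives listed in advance, the one that moved the number of lower genes the most was leaving out Ctrl replicate 1, which gave 1173. Synaptoporin (*Synpr*) had an FPKM of 4.05 ± 1.38 (SD, n = 3) in Ctrl and 8.53 ± 0.604 in cKO, a log2 fold change of 0.95 (standard error 0.191, limma adjusted p = 0.385). Nitric oxide synthase 1 (*Nos1*) was low in all samples, with an FPKM of 0.307 ± 0.0591 (SD, n = 3) in Ctrl and 0.849 ± 0.394 in cKO (log2 fold change 0.48, standard error 0.169, limma adjusted p = 0.60). Visinin-like protein-1 (*Vsnl1*) fell from 6.54 ± 2.06 (SD, n = 3) to 2.54 ± 0.883 (log2 fold change -1.08, standard error 0.265, limma adjusted p = 0.462). In each of these genes, the cKO samples did not overlap with the Ctrl samples.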

*Parn* mRNA expression was notably reduced, and the expression of 878 genes, such as synaptoporin and nitric oxide synthase 1, was upregulated, whereas the expression of 681 genes, such as proprotein convertase subtilisin/kexin type 9 and visinin‐like protein‐1 (*Vsnl1*), was downregulated in cKO islets (Figure 5B,C). Hierarchical clustering of DEGs between Ctrl and cKO mice is visually represented in a heat map (Figure 5D). 

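On the log2(FPKM + 1) values of the genes tested, the first principal component held 34.7% of the variance and set Ctrl replicate 1, at -52.4, apart from the other 5 samples, which lay between -2.92 and 26.6. The second component held 23.4% and parted the genotypes, with the Ctrl samples between -28.1 and -16.0 and the cKO samples between 17.6 and 23.8. In 2786 genes, 13.1% of those tested, the values of the cKO samples did not overlap with those of the Ctrl samples, where chance gives 10% for 3 samples against 3. Of the 1570 genes at an unadjusted p under 0.05, 1394 had no overlap. The genes below were chosen among these by the size of the change at a mean FPKM of at least 1, with the unadjusted p because 0 genes passed the adjusted one. The 5 largest rises were those of *Cldn8* (log2 fold change 3.31, limma adjusted p = 0.562), *Tph1* (3.02, 0.619), *Gm13716* (2.84, 0.406), *Igkv12-44* (2.79, 0.471) and *Lrrc55* (2.66, 0.274). *Tph1*, which encodes tryptophan hydroxylase, varied within Ctrl from an FPKM of 0 in replicate 3 to 26.2 in replicate 1, against 29.9 to 46.2 in cKO. The 5 largest falls were those of *Apoc1* (log2 fold change -2.06, limma adjusted p = 0.545), *Gm22933* (-2.01, 0.302), *Mir344i* (-1.95, 0.630), *Gm4791* (-1.87, 0.462) and *Fabp1* (-1.83, 0.489). *Gm22933* and *Mir344i* are 74 and 88 bases long, so few reads stand behind their FPKM. *Igkv12-44* is an immunoglobulin gene, a family of near-identical copies among which reads can be split.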

For deeper insights, we performed gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses, both of which consistently highlighted insulin secretion (Figure 5E,F). 

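The gene ontology and KEGG sets used in the paper were not used here. The Reactome set Regulation of insulin secretion has 41 mouse genes, of which 37 were tested. Their mean log2 fold change was -0.03, which differed from the mean of the other genes by -0.02 (adjusted p = 0.942 from limma's camera test with Benjamini-Hochberg adjustment over 19 sets and lists). Camera compares the moderated statistics of the genes and not their fold changes. It placed the set on the higher side, so the direction was not determined. The difference moved the most with Ctrl replicate 1 left out, to -0.12 (limma camera adjusted p = 0.139), and in the other direction with Ctrl replicate 3 left out, to 0.07 (limma camera adjusted p = 0.0729). Over all alternatives the adjusted p of the set ranged from 0.0729 to 0.990. A list of 30 insulin secretion genes written beforehand differed from the other genes by -0.04 (limma camera adjusted p = 0.942), and by -0.15 without Ctrl replicate 1 (limma camera adjusted p = 0.0747, range over alternatives 0.0747 to 0.998). The Reactome set Insulin processing, with 20 genes tested, was higher in cKO islets by 0.08 (limma camera adjusted p = 0.0763, range over alternatives 0.0346 to 0.616). Cholesterol biosynthesis, with 22 genes tested, was lower by the camera test (difference -0.09, limma camera adjusted p = 0.160, range over alternatives 0.0166 to 0.751). The smallest adjusted p among the 19 belonged to a list of 11 genes that respond to lactogenic hormones in β cells. Of these, 11 were higher in cKO islets (difference 1.27, limma camera adjusted p = 2.44e-12, range over alternatives 5.41e-15 to 0.415). The 0.415 came with the correlation between genes estimated from the data. The rise cannot be told apart from an effect of the Cre transgene.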

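Of the 7 insulin-secretion-related genes *Vsnl1*, *Hmgn3*, *Ucn3*, *Sytl4*, *Glul*, *Rfx6* and *Nnat*, 7 had a lower mean FPKM in cKO than in Ctrl islets. At an unadjusted p under 0.05, 4 of the 7 were lower, and in 2 (*Vsnl1* and *Nnat*), where chance gives 10% for a gene not chosen by these values, unlike these, the samples of the genotypes did not overlap. *Nnat* had an FPKM of 26.3 ± 0.969 (SD, n = 3) in Ctrl and 19.4 ± 3.61 in cKO (log2 fold change -0.43, standard error 0.141, limma adjusted p = 0.564). The mean FPKM of *Ucn3* was 255 ± 61.7 in Ctrl and 167 ± 18.7 in cKO, with a log2 fold change of -0.58 and a limma adjusted p = 0.597. For *Hmgn3* the means were 64.0 ± 13.4 and 47.1 ± 3.91, with a log2 fold change of -0.42 and a limma adjusted p = 0.662. The other 3 genes, *Sytl4*, *Glul* and *Rfx6*, had log2 fold changes of -0.29, -0.43 and -0.37 and limma adjusted p values of 0.724, 0.700 and 0.759. In the 5 genes with overlap, Ctrl replicate 1 lay below at least 1 cKO sample, whereas Ctrl replicates 2 and 3 lay above every cKO sample.

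**Figure D2:**
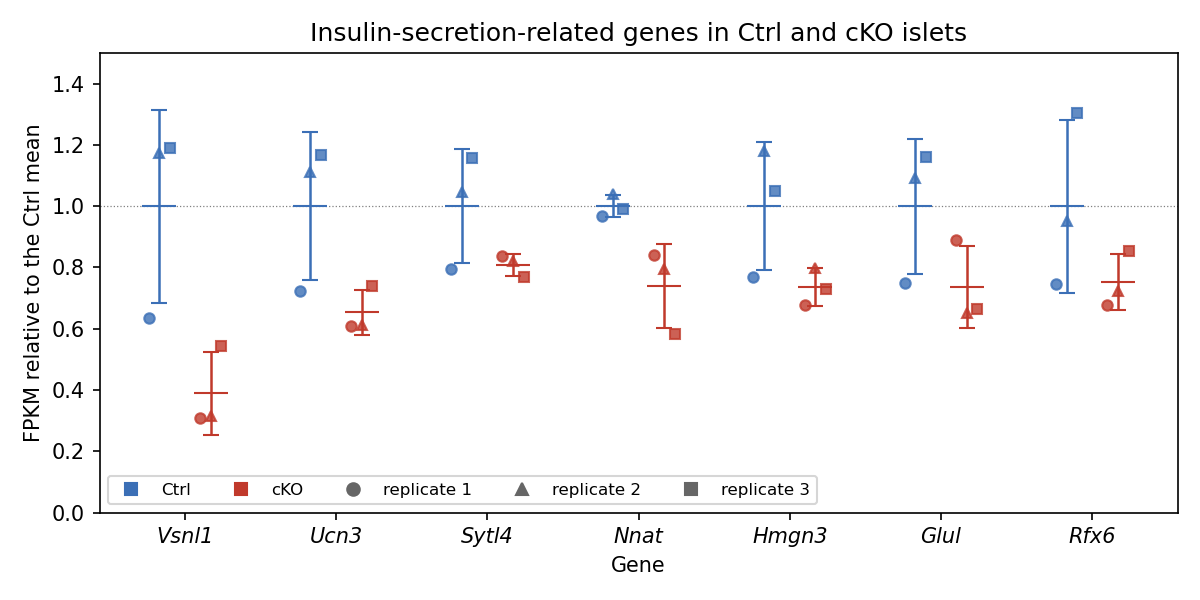
FPKM of the 7 genes in each islet sample, divided by the mean of the Ctrl samples (vertical axis, from 0); points are samples with a shape for each replicate, horizontal marks are means and bars the SD of 3 samples. The cKO mean lies below the Ctrl mean in each gene, and the samples overlap in *Hmgn3*, *Ucn3*, *Sytl4*, *Glul* and *Rfx6*.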

A more granular examination of *Vsnl1*, 3‐hydroxy‐3‐methylglutaryl‐CoA reductase (*Hmgcr*), high‐mobility group N 3 (*Hmgn3*), urocortin 3 (*Ucn3*), synaptotagmin‐like 4 (*Sytl4*), glutamate‐ammonia ligase (*Glul*), regulatory factor X, 6 (*Rfx6*), and neuronatin (*Nnat*), which are related to insulin secretion genes, revealed the expression levels of these genes in each group (Figure 5G). Quantitative real‐time polymerase chain reaction (qRT‐PCR) confirmed the decreased expression of *Vsnl1*, *Hmgcr*, *Hmgn3*, and *Nnat* in the islets of cKO mice (Figure 5H), and their abundance mirrored the observed trends (Figure 5I). These findings indicated that *Parn* deletion disrupted the expression of pivotal genes implicated in insulin secretion.

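In the RNA-seq data, the fall of *Vsnl1* held with each of the 6 samples left out in turn: its log2 fold change stayed between -1.33 and -0.94, at an unadjusted p under 0.05 in 6 of 6 fits. *Nnat* stayed between -0.53 and -0.28 and passed in 4 of 6 fits, and *Hmgn3* between -0.59 and -0.29 and passed in 1 of 6, the fit without Ctrl replicate 1. *Cpeb1* and *Sytl4* are also shown in Figure 5H,I. The FPKM of *Cpeb1* was 23.0 ± 4.49 (SD, n = 3) in Ctrl and 17.8 ± 2.83 in cKO, a log2 fold change of -0.34 (standard error 0.176, limma adjusted p = 0.727) that stayed between -0.50 and -0.22 and passed in 1 of 6 fits. For *Sytl4*, the mean FPKM was 72.3 ± 13.4 in Ctrl and 58.4 ± 2.58 in cKO, and the log2 fold change stayed between -0.44 and -0.17 and passed in 1 of 6 fits. The qRT-PCR measurements were not analysed here.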

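Adjusted over the genes of Figure 5G alone, 1 of the 7 genes plotted for each islet sample, *Vsnl1*, was lower in cKO islets at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment over the list, adjusted p = 0.0227), and over all genes tested 0 of the 7 were. Of the 18 genes that the paper names for these islets or that encode its main proteins, 9 passed an unadjusted p under 0.05 and 5 passed the adjustment over the 18 alone. As the genes of Figure 5G were taken from the differentially expressed genes of these same samples, the adjustment over the list does not show that the differences are stable. *Ins2* was lower in every cKO sample, with an FPKM of 109030 to 132945 against 154877 to 178676 in Ctrl. Its log2 fold change was -0.46 (standard error 2.87, limma adjusted p = 0.982). This standard error came with the trend of the empirical Bayes step and does not measure the spread of the samples. The SD was 12091 FPKM in Ctrl and 12099 in cKO. Without the trend, the same fold change passed an unadjusted p under 0.05 (limma unadjusted p = 0.00635, adjusted p = 0.476). *Ins1*, a near-identical copy that can share reads with *Ins2*, had a log2 fold change of -0.04. From the RNA-seq, the qRT-PCR and the read tracks of Figure 5I, the paper reasons that the deletion of *Parn* disturbs the expression of genes involved in insulin secretion.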

**Figure 5:**
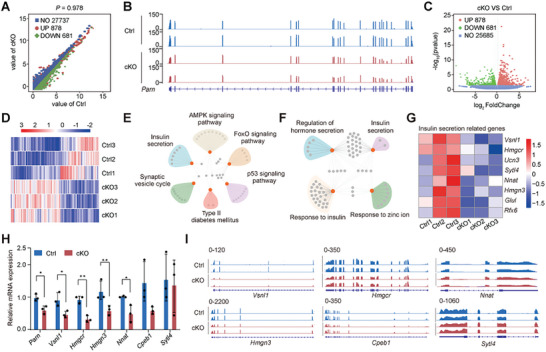
Loss of PARN in β cells results in decreased expression levels of genes that affect insulin secretion. A) The scatter plot shows the RNA‐seq Pearson correlation. B) Integrative Genomics Viewer (IGV) visualizes *Parn* reads values in cKO and Ctrl groups. C) Volcanic map showing the expression of the 878 genes up and 681 genes downregulated in cKO islet. D) Heat map showing differentially expressed genes in cKO islet at 12 weeks old. E) List of KEGG pathway enrichment analysis. F) Selected molecular functions enriched in different (DE) genes, identified by Gene Ontology analysis. G) Heat map of selected DE genes related to insulin secretion. H) The mRNA expression level of insulin‐secretion‐related genes was verified by qRT‐PCR, *n* = 3. I) Representative IGV browser tracks of gene peaks. For each panel, blue tracks are from Ctrl mice, red tracks are from cKO mice. *p < 0.05, **p < 0.01, Student's *t*‐test and ANOVA.

### 2.8 PARN Interacts with PTBP1 to Regulate Genes Related to Insulin Maturation and Secretion

Given the status of PARN as a RBP, we investigated its mechanism of action in islets through linear amplification of complementary DNA ends and sequencing (LACE‐seq)^[^ ^20^ ^]^ (**Figure** **6**A), focusing on islets from 2 months old mice. The two biological replicates within the PARN group exhibited robust correlations with the detected putative binding target RNA molecules, attaining a Pearson coefficient of up to 0.957 (Figure 6B). The most highly enriched motif among these PARN peaks was AA (Figure 6C). A subsequent GO analysis revealed that the PARN‐binding genes were intricately linked to insulin secretion and T2DM (Figure 6D). Integration of the RNA‐seq data with LACE‐seq‐identified peaks revealed 30 downregulated and 40 upregulated transcripts in cKO mice, elucidating direct targets of PARN in islets (Figure 6E and Figure S5A (Supporting Information)). 

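Figure S5A lists the 30 lower and 40 higher genes. LACE-seq, which maps the sites on RNA that a protein binds in few cells, was not analysed here, so the values below come from the RNA-seq samples. Of the 30 genes, 28 had a mean FPKM of at least 0.1 and were tested, 27 of these were lower in cKO islets, and 12 were lower at an unadjusted p under 0.05. Of the 40 genes, 39 were tested, 39 were higher, and 28 were higher at an unadjusted p under 0.05. Among the lower genes 12 had no overlap between the genotypes, and among the higher genes 31. Chance gives 10% for a gene not chosen by these values, a rate that does not apply here, since the paper chose these genes as differentially expressed in the same samples. Adjusted over each list alone, 0 of the lower genes and 2 of the higher genes, *Ehhadh* and *Emilin1*, had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and over all genes tested 0 had. With cKO replicate 2 left out, the alternative listed in advance that lowered the sum of both counts the most, 4 of the lower and 15 of the higher genes passed. *Ehhadh*, which encodes an enzyme of peroxisomal fatty acid oxidation, had an FPKM of 8.31 ± 0.857 (SD, n = 3) in Ctrl and 21.2 ± 2.75 in cKO, a log2 fold change of 1.25 (standard error 0.124, limma adjusted p = 0.274). *Emilin1* had 25.0 ± 2.06 in Ctrl and 41.5 ± 3.00 in cKO, a log2 fold change of 0.71 (standard error 0.0957, limma adjusted p = 0.274).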

Further scrutiny and validation of these genes revealed direct binding of PARN to solute carrier family 30, member 8 (*Slc30a8*) and carbohydrate sulfotransferase 3 (*Chst3*), both of which were downregulated in cKO mice (Figure 6F,G and Figure S5B (Supporting Information)). 

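*Slc30a8* (ENSMUSG00000022315), which encodes a zinc transporter of the insulin granule, lies on chromosome 15 of GRCm38 from 52295553 to 52335798. Its FPKM was 326, 454 and 437 in the Ctrl samples and 271, 351 and 328 in the cKO samples, 406 ± 69.8 (SD, n = 3) against 317 ± 41.1. The log2 fold change was -0.35 (standard error 0.179, limma adjusted p = 0.726), and Ctrl replicate 1 lay below cKO replicates 2 and 3. *Slc30a8* passed an unadjusted p under 0.05 in 1 of the 6 fits that each left out 1 sample, the one without Ctrl replicate 1, with a log2 fold change of -0.50. *Chst3* (ENSMUSG00000057337), on chromosome 10 from 60181532 to 60219260, had an FPKM of 2.24 in Ctrl replicate 1, from 254 reads. In Ctrl replicates 2 and 3 it was 0.0783 and 0.167, from 8 and 18 reads, and in the cKO samples 0.114, 0.0531 and 0.17, from 13, 6 and 20 reads. The log2 fold change of *Chst3* was -0.52 (standard error 0.413, limma adjusted p = 0.820). Without Ctrl replicate 1 it was -0.01, and *Chst3* passed an unadjusted p under 0.05 in 0 of the 6 fits.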

The results of the Actinomycin D (ActD) experiment indicated that the half‐lives of *Slc30a8* and *Chst3* mRNAs were shortened after *Parn* knockdown. Depletion of *Parn* in NIT‐1 cells led to a significant increase in the degradation of *Slc30a8* and *Chst3* mRNAs (Figure 6H,I). To demonstrate the direct binding of PARN to *Slc30a8* and *Chst3*, fragments of *Slc30a8* and *Chst3* and their corresponding mutant fragments were amplified and connected to the psi‐Check2 vector. These constructs were then cotransfected with pcDNA3.0‐NC and pcDNA3.0‐PARN into 293T cells. The results of the luciferase assay confirmed the direct binding of PARN to *Slc30a8* and *Chst3* (Figure 6J and Figure S5B (Supporting Information)).

**Figure 6:**
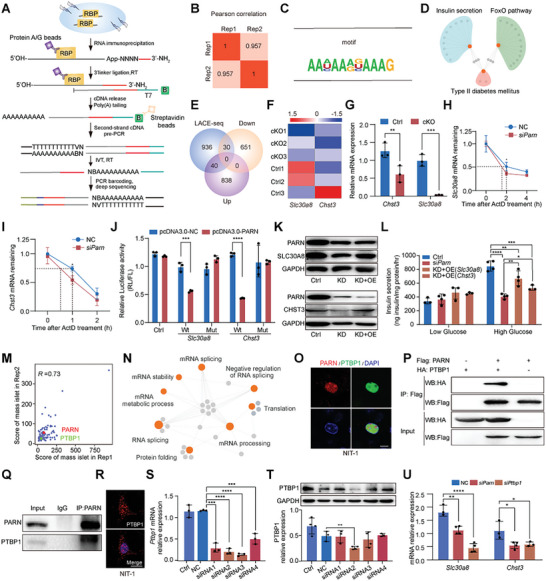
PARN interacting with PTBP1 to regulate the expression of genes during insulin maturation and secretion. A) Schematic of the LACE‐seq method. A circled B represents biotin modification. N, random nucleotide; V can be A, G, or C. B) Pearson correlation between PARN LACE‐seq replicates in total islet for assessing the reproducibility of the data. Pearson correlation for the reads counts of each sample was calculated from two replicates. C) PARN‐binding motifs identified by LACE‐seq in mouse islet. D) Network showing KEGG enrichment analyses of differentially expressed genes. E) Venn diagram showing the overlapped genes between differentially expressed genes and PARN‐binding genes. F) The heat map showed the expression of genes involved in (E) which were related to insulin secretion. G) Relative mRNA expression of *Chst3* and *Slc30a8*, *n* = 3. H) The expression of *Slc30a8* in NIT‐1 cells after transfection with *Parn* siRNA and ActD treatment at different times, *n*  =  3. I) The expression of *Chst3* in NIT‐1 cells after transfection with Parn siRNA and ActD treatment at different times, *n*  =  3. J) The relative signal intensity of Renilla was analyzed in the intracellular luciferase reporting system of HEK293T cells. K) Western blotting analysis was performed to detect the expression level of PARN and *SLC30A8* (*Chst3*) protein in NIT‐1 cells transfected with siRNA and plasmid 48 h. L) Insulin ELISA kit was used to detect the insulin secretion of NIT‐1 cells transfected with *Parn* siRNA2, *n* = 4. M) Pearson correlation plot between PARN co‐IP replicates in islet for assessing the reproducibility of the data. N) GO analysis of the PARN interacting protein corresponding genes. O) PARN–mCherry plasmid and PTBP1–eGFP plasmid were cotransfected in NIT‐1 cells to detect colocalization. P) The interaction of PARN and PTBP1 in 293T cells was detected by Western blotting. Q) Co‐IP detected the endogenous PARN and PTBP1 interaction in NIT‐1 cells. R) Localization of PTBP1 detected by immunofluorescence. S) The knockdown efficiency of NIT‐1 cells transfected with *Ptbp1* siRNA was detected by qRT‐PCR, *n* = 3. T) The knockdown efficiency of NIT‐1 cells transfected with *Ptbp1* siRNA was detected by Western blotting, *n* = 3. U) Expression levels of *Slc30a8* and *Chst3* after transfection with *Parn* or *Ptbp1* siRNA, *n* = 3, bar = 5 µm. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Student's *t*‐test and ANOVA.

Furthermore, we performed additional experiments in which *Parn* siRNA was transfected alone or in combination with the pcDNA3.0‐*Slc30a8* or pcDNA3.0‐*Chst3* plasmid (Figure 6K). The results showed that *Parn* knockdown led to a decrease in GSIS. Compared with the control, overexpression of *Slc30a8* or *Chst3* also resulted in reduced insulin secretion levels. However, compared with those in the knockdown group, the insulin secretion levels were partially restored (Figure 6L). We knocked down *Slc30a8* or *Chst3* in NIT‐1 cells to further clarify the regulatory mechanism involved, and our cell knockdown model was successfully constructed (Figure S5C,D,F,G, Supporting Information). Moreover, the GSIS results revealed that the insulin level in the supernatant did not differ significantly between the knockdown group and the NC group at low glucose; however, when *Slc30a8* or *Chst3* was knocked down, insulin secretion was significantly lower in the high glucose group than in the control group (Figure S5E,H, Supporting Information).

We conducted immunoprecipitation mass spectrometry to identify proteins influencing insulin secretion that potentially interacted with PARN. The scatterplot revealed strong repeatability between the two sets of experimental data (Figure 6M). GO enrichment analysis of potential interacting proteins highlighted functions related to RNA processing, RNA stability, and RNA splicing (Figure 6N). PTBP1, a crucial RNA‐binding protein that governs mRNA stability and processing, emerged as a noteworthy candidate. The colocalization of mCherry–PARN and green fluorescent protein (GFP)–PTBP1 in NIT‐1 cells was evident upon transfection (Figure 6O). Further experimentation through co‐immunoprecipitation (co‐IP) with FLAG‐PARN and hemagglutinin (HA)–PTBP1 in HEK293T cells confirmed their interaction (Figure 6P). The IP results demonstrated that endogenous PARN interacted with PTBP1 in NIT‐1 cells (Figure 6Q).

We investigated the impact of *Ptbp1* deletion on the mRNA levels of the PARN‐bound targets *Slc30a8* and *Chst3* in NIT‐1 cells to assess the necessity of the PARN–PTBP1 interaction for maintaining RNA stability. IF staining verified PTBP1 expression in NIT‐1 cells (Figure 6R). The successful knockdown of *Ptbp1* with siRNAs, notably with siRNA2, was confirmed (Figure 6S,T). qRT‐PCR analysis revealed aberrant *Slc30a8* and *Chst3* mRNA levels in NIT‐1 cells lacking *Parn* or *Ptbp1*, which was consistent with findings from β cells with a specific *Parn* deletion (Figure 6U). These results underscored the collaborative role of PARN and PTBP1 in regulating the stability of the *Slc30a8* and *Chst3* mRNAs.

## 3 Discussion

Elevated insulin secretion in response to glucose represents a critical facet in assessing β‐cell function, with compromised insulin secretion identified as a key factor in diabetes pathogenesis.^[^ ^21^ ^]^ Therefore, we investigated the role of PARN in pancreatic β cells through the specific knockout of *Parn* in these cells in mice. Our data indicated that PARN played a vital role in maintaining blood glucose homeostasis in mice by modulating insulin secretion under glucose‐stimulated physiological conditions following *Parn* depletion in β cells. Consequently, we propose that PARN is a pivotal factor involved in sustaining β‐cell function.

The normal development and function of β cells are pivotal determinants of insulin secretion.^[^ ^22^ ^]^ Studies have implicated the RNA‐binding protein fox‐1 homolog in mediating alternative splicing to modulate insulin secretion.^[^ ^23^ ^]^ In our investigation, we observed that PARN loss did not impede β‐cell development but significantly inhibited GSIS, which was attributed to concurrent reductions in insulin maturation and secretion. This assertion is supported by both in vitro and in vivo data.

RBPs pervasively regulate transcripts throughout their life cycle.^[^ ^24^ ^]^ Our results indicated that reduced mRNA stability contributed the diminished levels of gene transcripts associated with insulin synthesis and secretion upon *Parn* deletion. 

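Among the 37 tested genes of the Reactome set Regulation of insulin secretion, 19 were lower and 18 higher in cKO islets. At an unadjusted p under 0.05, 0 of them were lower and 1 was higher, *Slc2a1*, with an FPKM of 4.42 ± 0.855 (SD, n = 3) in Ctrl and 7.23 ± 2.15 in cKO (log2 fold change 0.58, standard error 0.218, limma adjusted p = 0.640). Of a list of 30 insulin secretion genes, 16 were lower, and 1 lower and 2 higher genes passed an unadjusted p under 0.05. The lower gene was the receptor gene *Gipr*, with 63.5 ± 16.9 FPKM in Ctrl and 41.4 ± 5.32 in cKO (log2 fold change -0.58, standard error 0.216, limma adjusted p = 0.635). The higher genes were *Rab3a*, with a log2 fold change of 0.34 (limma adjusted p = 0.469), and *Pcsk1*, with 0.45 (limma adjusted p = 0.546). Adjusted over the set or the list alone, 0 of these genes had an adjusted p under 0.05.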

RNA‐seq data revealed significant upregulation and downregulation of a multitude of genes related to insulin secretion, such as *Vsnl1*,^[^ ^25^ ^]^ *Hmgcr*,^[^ ^26^ ^]^ *Hmgn3*,^[^ ^27^ ^]^ and *Nnat*,^[^ ^28^ ^]^ in cKO mice compared with control mice.

Moreover, our LACE‐seq analysis revealed direct binding of PARN to *Slc30a8* and *Chst3*. *Slc30a8* encodes zinc transporter 8 (ZnT8), which is expressed predominantly on the secretory granule membrane of pancreatic β cells, where it governs the synthesis, storage, and secretion of insulin.^[^ ^29^ ^]^ Loss of ZnT8 in mouse models is associated with abnormal dense core formation within insulin granules, leading to impaired GSIS.^[^ ^30^ ^]^ Human studies have linked the *Slc30a8* polymorphism, particularly the rs13266634C allele, to a significant reduction in insulin secretion.^[^ ^31^ ^]^ Notably, conflicting evidence exists, as certain investigations indicate that the loss of *Slc30a8* function may increase insulin secretion.^[^ ^32^ ^]^ A recent study has shown that the diminished activity of ZnT8 in β cells exacerbates human islet amyloid polypeptide (hiAPP)‐induced toxicity, resulting in impaired β‐cell function and disrupted glucose homeostasis under metabolic stress.^[^ ^33^ ^]^ Our study further revealed the binding of PARN to *Chst3*, suggesting its potential role in regulating insulin secretion. Consistent with this discovery, carriers of the C allele at rs4148941 within *Chst3* were shown to have a 32% reduction in glucagon like peptide 1 (GLP‐1)‐stimulated insulin.^[^ ^34^ ^]^

PTBP1, a member of the heterogeneous ribonucleoprotein family, exhibits dynamic shuttling between the nucleus and cytoplasm and plays pivotal roles in diverse cellular processes.^[^ ^35^ ^]^ Its functions include pre‐mRNA alternative splicing and roles in processes such as mRNA polyadenylation, nuclear pore export, mRNA stability, subcellular localization, replication, and internal‐ribosome‐entry‐site‐mediated translation.^[^ ^36^ ^]^ Our investigation revealed an interaction between PARN and PTBP1, which is crucial for maintaining the stability of the *Slc30a8* and *Chst3* mRNAs. Upon glucose stimulation of β cells, PTBP1 undergoes nucleocytoplasmic translocation, where cytoplasmic PTBP1 binds to and stabilizes mRNAs encoding proteins associated with secretory granules (SGs), consequently increasing translation.^[^ ^11^, ^37^ ^]^ Notably, nuclear PTBP1 levels decrease in stimulated nondiabetic islets but remain unaltered in T2DM islets. Moreover, PTBP1 has emerged as a novel risk gene for T2DM linked to diminished insulin secretion.^[^ ^38^ ^]^ These findings underscore PTBP1 as a crucial posttranscriptional regulator of insulin‐related SG components. As *Ptbp1* deletion suppresses GSIS, a plausible hypothesis is that *Parn* deletion may compromise PTBP1 function, contributing to diminished GSIS.

In conclusion, our study elucidated the positive impact of PARN on pancreatic β cells. The diminished RNA stability of *Slc30a8* and *Chst3*, coupled with defects in proinsulin processing and reduced insulin secretion, collectively contributed to impaired GSIS in cKO mice (**Figure** **7**). This insight provides a theoretical foundation for current gene therapy approaches for the treatment of diabetes. However, owing to the substantial RNA requirements of poly(A)‐tail‐primed sequencing (2P‐seq) and the challenges in obtaining islets, this technology was not employed to investigate the 3′ UTR of RNA.

**Figure 7:**
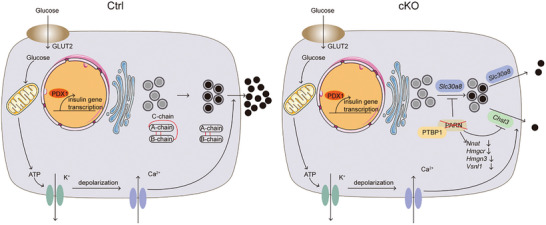
Model of PARN functional mechanisms in mouse islet. PARN and PTBP1 interact to regulate *Slc30a8* and *Chst3* mRNA stability. In PARN‐deficient β cells, reduced *Slc30a8* and *Chst3* mRNA levels lead to fewer mature insulin secretary granules and reduced insulin secretion.

## 4 Experimental Section

### Animals

*Ins2‐Cre* mice were procured from the Jackson Laboratory (JAX:003573), while *Parn* transgenic mice were created via clustered regularly interspaced short palindromic repeats (CRISPR)/CRISPR‐associated protein 9 (Cas9) technology. The single guide RNAs (sgRNAs) were synthesized with a MEGAshortscript T7 Transcription Kit (Ambion) in accordance with the manufacturer's guidelines. For *Parn^f/f^* mice, DNA fragments encompassing exon 7 of the *Parn* gene flanked by two loxP sites and two homology arms served as donor templates. 

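*Parn* lies on the reverse strand, and its protein-coding transcript *Parn-201* (GENCODE M21, GRCm38) has 24 exons. Exon 7 spans 145 bases, from 13654449 to 13654593 on chromosome 16, and is coding throughout, covering codons 130 to 178 of the 624 amino acids. The intron before it, toward exon 6, runs from 13654594 to 13656915 (2322 bases), and the intron after it, toward exon 8, from 13652711 to 13654448 (1738 bases). The sequence of exon 7 in the direction of transcription is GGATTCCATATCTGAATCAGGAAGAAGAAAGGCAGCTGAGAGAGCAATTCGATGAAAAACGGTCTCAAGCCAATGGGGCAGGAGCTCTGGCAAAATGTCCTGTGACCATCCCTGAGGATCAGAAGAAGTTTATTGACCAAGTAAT. Its length leaves a remainder of 1 after division by 3, so splicing exon 6 to exon 8 changes the reading frame: 129 codons are read unchanged, and the first stop codon follows at codon 133, in exon 8. Of the 5 annotated transcripts of the gene, 3 hold the exon, including 1 of the 1 that is protein-coding. The positions of the loxP sites were not used here. In the islet RNA-seq, the *Parn* FPKM counts reads over the whole gene, so transcripts without exon 7 contribute to it, as do the islet cells without Cre.

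**Figure D3:**
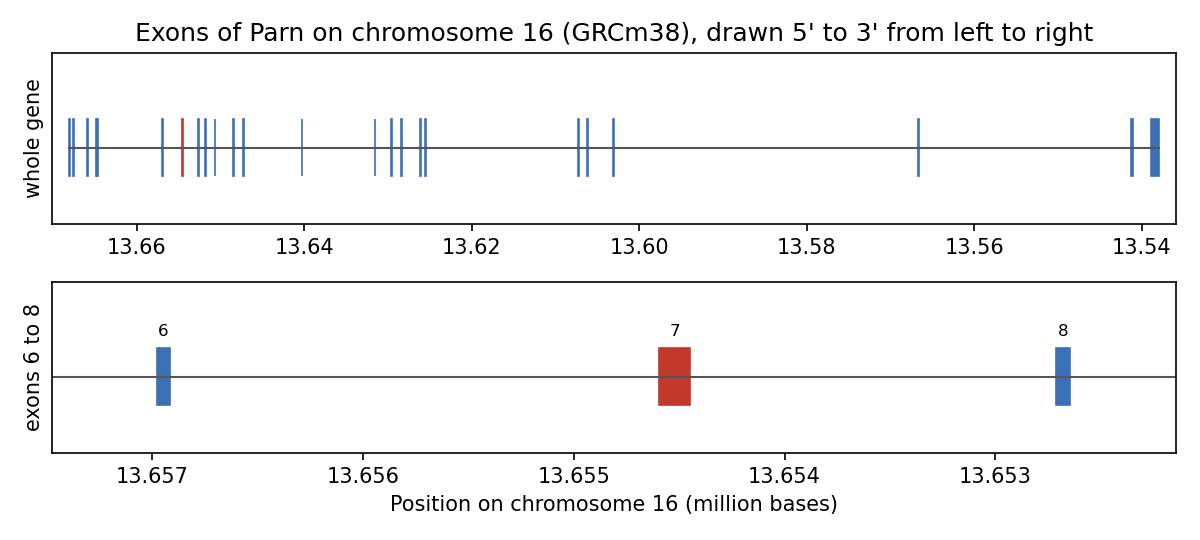
Exons of *Parn* (boxes) against the position on chromosome 16 of GRCm38 in megabases, drawn in the direction of transcription from left to right, for the whole gene (top) and for exons 6 to 8 (bottom); exon 7 is in red. The exon stands between introns of 2322 and 1738 bases.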

The Cas9 protein (New England Biolabs (NEB), M0646) and sgRNA were coincubated, and the resulting Cas9–sgRNA complex, along with the donor templates, was injected into C57BL/6 zygotes. These manipulated zygotes were then transferred into pseudopregnant CD1 female mice. The resulting founder mice were genotyped and subsequently bred with C57BL/6 mice. HFD‐fed mice were subjected to a 60% high‐fat diet (Hfkbio, 10060, China) from 4 to 18 weeks of age. *Parn* floxed and *Ins2‐Cre* mice were generated via PCR using DNA extracted from their tails. The sgRNA and primer sequences utilized for genotyping are provided in Table S1 (Supporting Information).

All the mice were housed in a controlled environment with standard lighting conditions (12 h light/dark cycle) under the supervision of the Animal Care and Use Committee of China Agricultural University (AW92113202‐3‐3).

### IF and IHC

The pancreas was meticulously isolated and subsequently fixed with a 4% paraformaldehyde solution overnight at 4 °C. Paraffin‐embedded sections were subjected to both IF and IHC analyses. These sections were subjected to antigen retrieval via Tris‐HCl or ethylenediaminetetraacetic acid buffer, followed by a 1 h incubation in 10% normal goat serum at room temperature for blocking. The sections were subsequently incubated overnight at 4 °C with primary antibodies. Gentle washing with phosphate‐buffered saline (PBS) preceded a 1 h incubation with secondary antibodies, both fluorescent and histochemical, at room temperature. IF images were captured using a laser confocal microscope (Nikon, A1), while analysis of the IHC sections was conducted through digital pathology section scanning (Roche, Ventana DP 200). Details of the antibodies utilized are provided in Table S2 (Supporting Information).

### Western Blotting

Tissue lysates were prepared using radio immunoprecipitation assay (RIPA) buffer (Beyotime, P0013B) and subjected to analysis via sodium dodecyl sulfate– polyacrylamide gel electrophoresis (SDS‐PAGE). The proteins were resolved via SDS‐PAGE and subsequently transferred onto polyvinylidene fluoride membranes for 2 h at 4 °C. Next, the membranes were transferred to 5% skim milk, blocked at room temperature for 30 min, and incubated with primary antibodies overnight at 4 °C. After incubation, the membrane was thoroughly washed with Tris‐buffered saline containing Tween and then incubated with secondary antibodies for 1 h at room temperature. To ensure equal loading, the housekeeping protein (glyceraldehyde‐3‐phosphate dehydrogenase, GAPDH) was quantified in each gel. Visualization of the results was accomplished using a chemiluminescent imaging system (Tanon 5200). The specific details of the antibodies used can be found in Table S2 (Supporting Information).

### Intraperitoneal Glucose Tolerance Test (IPGTT), ITT, and GSIS

For the IPGTT, 12 and 16 weeks old mice were fasted for 16 h, followed by intraperitoneal injection of glucose (2 g kg^−1^). Blood glucose levels were assessed in tail blood samples at 0, 20, 40, 60, 80, and 120 min postinjection. In the ITT, mice aged 13 and 17 weeks were subjected to a 4 h fast, after which they received an intraperitoneal injection of insulin (0.75 U kg^−1^). Blood glucose levels were measured in tail blood samples at 0, 20, 40, 60, 80, and 120 min following insulin administration. Serum was collected at fasting and after glucose injection for 10, 20, 30, and 60 min to detect GSIS. Serum insulin levels were quantified using a mouse insulin ELISA kit (Crystal Chem, 90080).

### Isolated Islets

The mice were anesthetized with 1% pentobarbital sodium, and pancreas isolation was achieved by injecting collagenase P (Sigma, 11213857001) into the pancreas through the common bile duct. Following isolation, the digestion process involved shaking at 37 °C and 170 rpm for 8 min, and it was terminated using Hank's buffer (8 g NaCl, 0.4 g KCl, 0.0489 g MgSO_4_, 0.0479 g Na_2_HPO_4_, 0.06 g KH_2_PO_4_, 0.0468 g MgCl_2_, 0.185 g CaCl_2_·2H_2_O, 0.3 g d−(+)‐glucose, 0.35 g NaHCO_3_, and ddH_2_O to 1 L). Islets were subsequently manually selected from the digested tissue. Postisolation, the islets were cultured in Roswell Park Memorial Institute (RPMI) 1640 supplemented with 10% fetal bovine serum (FBS) (VITECH, SE200‐ES) and a penicillin–streptomycin solution (Beyotime, C0222). Groups of ten islets were transferred to cell culture dishes containing 3 or 20 mm glucose Krebs‐Ringer bicarbonate HEPES buffer (KRBH) buffer for 1 h. The intracellular insulin content was determined via acid–alcohol, and the supernatant and intracellular insulin levels were detected by ELISA. Insulin and proinsulin expression levels were analyzed in islets isolated from Ctrl and cKO mice by Western blotting.

### Measurement of β‐Cell Mass and Islet Size

The pancreas was weighed and subsequently fixed. 5 µm sections were obtained at 200 µm intervals for IHC. The β‐cell fractional area was determined by quantifying the percentage of the insulin‐positive pancreatic area in relation to the total pancreatic area for each section. To calculate the β‐cell mass, the β‐cell fractional area was multiplied by the pancreatic weight. The islet distribution ratio was computed as the ratio of the number of islets in different regions to the total number of islets.

### TEM

Isolated mouse islets were initially fixed overnight with 3% glutaraldehyde. The islets were subsequently rinsed with PBS. A second fixation was subsequently performed using 1% osmic acid, followed by additional rinsing with PBS. The islets then underwent a gradient dehydration process involving 50% ethanol, 70% ethanol, 90% ethanol, 90% acetone, and 100% acetone. Sequential soaking in acetone/embedding agent solutions with varying ratios (1:1, 1:2) and acetone/embedding agent ratios (1:3) was subsequently performed. Finally, the tissue was immersed in pure embedding agent for embedding. The resulting embedded blocks were extracted, and ultrathin sections were generated. These sections were subjected to staining with uranyl acetate for 30 min, followed by three rinses with double‐distilled water. Subsequent staining with lead citrate for 10 min was carried out, followed by an additional three rinses with distilled water. Following drying, the sections were observed via transmission electron microscopy (Hitachi, HT7800).

### Cell Culture

The NIT‐1 mouse pancreatic β‐cell line was cultured in RPMI 1640 medium (Gibco, C11875500BT) supplemented with 10% FBS (VITECH, SE200‐ES) and a penicillin–streptomycin solution (Beyotime, C0222). β‐TC6 cells were cultured in high‐glucose Dulbecco's modified Eagle's medium (DMEM; Gibco, C11995500BT). To detect insulin secretion, the cells were pretreated with KRBH containing 3 mm glucose for 1 h, which was then replaced with KRBH containing 20 mm glucose for 1 h. Additionally, the human embryonic kidney cell line HEK293T was cultured in DMEM (Gibco, C11995500BT).

### RNA Sequencing and qRT‐PCR

The total RNA was extracted from isolated islets via the TRIzol method (TaKaRa, RNAiso plus 9109). The RNA integrity and quantity were subsequently and meticulously assessed using an Agilent 2100 bioanalyzer. For sequencing, the fluorescence signal captured by the sequencer was converted into a sequencing peak through computer software, facilitating the acquisition of sequence information for the targeted fragments. Differential expression analysis of the two combinations of DEGs was conducted using DESeq2 software (version 1.20.0). Complementary DNA (cDNA) synthesis was accomplished using a RNA Mini Kit (Tiangen, KR107‐01). qRT‐PCR analysis was performed on a real‐time PCR system (Light Cycle 96 Instrument) with SYBR Green Master Mix (Yeasen, 11198ES03). Detailed information about the primers used can be found in Table S1 (Supporting Information).

### LACE‐Seq

LACE‐seq was executed with islet samples obtained from 12 weeks old mice following a previously outlined protocol.^[^ ^20^ ^]^ In brief, each sample was subjected to UV‐C light irradiation on ice and was administered 3 times for 1 min each to induce cross‐linking. Subsequent to cross‐linking, RNA immunoprecipitation was conducted, and the immunoprecipitated RNA underwent fragmentation and dephosphorylation. The subsequent steps included reverse transcription, strand affinity bead capture of the first‐strand cDNA, poly(A) tailing, pre‐PCR, in vitro transcription, RNA purification, reverse transcription polymerase chain reaction, and deep sequencing.

Upon the acquisition of raw data, an initial filtering process was applied to obtain high‐quality clean data. The clean data were subsequently aligned with the reference genome of the project species (mm10), and whole‐genome peak calling was subsequently executed on the resulting alignment results. The binding preferences of the proteins for RNA were investigated, and the binding sites were subjected to motif analysis.

### Plasmid Construction and Transfection

For amplification of exogenous DNA, PCR was employed, followed by vector cleavage via restriction enzymes. The resulting sequences were subsequently joined through homologous recombination using the Seamless Cloning Kit (Beyotime, D7010M). Prior to transfection, the cell density reached ≈70–80%, and fresh culture medium (2 mL) was added to each well of a six‐well plate. Subsequently, antibiotic‐free (125 µL) and serum‐free medium, along with plasmid DNA (2.5 µg), were combined in a centrifuge tube supplemented with Lipo8000 (Beyotime, C0533) (4 µL) transfection reagent, thoroughly mixed, and uniformly introduced into the wells.

The synthesis of siRNAs was outsourced to GenePharma, with careful attention given to RNA enzyme contamination during transfection. At a cell density of ≈60% in a 12‐well plate, the culture medium was replaced with fresh medium (800 µL). In a separate RNA‐free centrifuge tube, culture medium (100 µL) without antibiotics or serum and GP‐transfect‐Mate (GenePharma, G04008) (5 µL) were combined. Simultaneously, basic culture medium (100 µL) and siRNA (80 pmol) were mixed in another RNA‐free centrifuge tube. After thorough mixing and a 15 min incubation at room temperature, the resulting mixture was uniformly introduced into the medium for a 48 h incubation, after which the knockdown effect was assessed. The primers and siRNA sequences utilized are detailed in Table S1 (Supporting Information).

### ActD Treatment

NIT‐1 cells were transfected with *Parn* siRNA for 24 h and then incubated with 4 µg mL^−1^ ActD (Sigma, SBR00013). Samples were collected at various time points to measure the mRNA expression levels of *Slc30a8* and *Chst3* via qRT‐PCR.

### Co‐IP

Islet samples from 12 weeks old mice served as the source for immunoprecipitation (IP) mass spectrometry samples. Total protein extraction was conducted using RIPA buffer (Beyotime, P0013). The magnetic beads were incubated with an anti‐PARN antibody or immunoglobulin G (IgG) at room temperature for 1 h, followed by washing and overnight incubation with the protein sample at 4 °C. Protein identification was carried out using a Thermo‐Q Exactive high‐resolution mass spectrometer, and the raw data were preprocessed via Mascot Distiller 2.4.

For protein extraction from cotransfected cells, RIPA lysis buffer was used. The extracts were incubated with anti‐FLAG magnetic beads (Beyotime, P2102) at 4 °C for 6 h. The proteins were subsequently subjected to IP with a monoclonal anti‐FLAG antibody or anti‐HA antibody and subjected to analysis via Western blotting. Detailed information regarding the antibodies utilized can be found in Table S2 (Supporting Information).

### Dual‐Fluorescence Reporting System

The plasmids psiCheck2‐*SLC30A8* WT (Mut) and psiCheck2‐*Chst3* WT (Mut) were constructed with the BGI gene. The media was removed from the transfected HEK293T cells cultured in 12‐well plates, each well was washed once with 1 mL PBS, and the PBS was removed. Next, 150 µL of 1 × Passive Lysis Buffer was added to each cell culture well, and the lysed cells were shaken slowly at room temperature for 15 min. Then, 10 mL of Luciferase Assay Buffer II was added to the Luciferase Assay Substrate and mixed well. A volume of 100 µL of the mixture was added to a 96‐well fluorescence detection plate. A total of 20 µL of cell lysate was collected from each cell culture well into the detection well and mixed well to detect firefly luciferase activity. Renilla luciferase activity was measured by adding 200 µL of Stop & Glo substrate to 10 mL of Stop & Glo buffer, mixing the substrate, and adding 100 µL of reaction mixture to the wells of the assay. The activity signals of Renilla luciferase and firefly luciferase were detected and collected according to the instructions supplied with the microplate multiplate reader (Tuner Biosystems, 9300‐062).

### Statistical Analysis

Statistical analyses were conducted using Prism 9.0 software. For unpaired comparisons between two groups, the two‐tailed Student's *t*‐test was employed to calculate the respective *p* values. In cases involving three or more groups, comparisons were carried out via two‐way analysis of variance (ANOVA) followed by the Tukey multiple comparisons test, facilitating evaluations among all pairs of columns. The results were presented as the means ± standard deviations. The sample size estimation was derived from the anticipated effect size on the basis of prior experiments, as specified in the legend. No blinding method was employed during the study. Significance levels were denoted as follows: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

X.X., J.C., and J.L. conceived and designed the entire project. X.X., X.C., C.W., L.S., Z.L., and S.T. performed the experiments. X.X., X.C., S.T., and F.W. generated and bred the knockout mice. X.X., L.S., W.Y., X.Y., J.C., and J.L. analyzed the data. X.X., F.W., D.D., J.C., and J.L. wrote the paper. All authors read and approved the final paper.

## Supporting information

Supporting Information

## Data Availability

The data underlying this article are available in GEO dataset, at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE248389 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248559. A link to a UCSC genome browser session displaying the uploaded sequence tracks (https://genome.ucsc.edu/s/xxm/mm100).

# Supplementary material for: PARN Maintains RNA Stability to Regulate Insulin Maturation and GSIS in Pancreatic β Cells
**Source:** Adv Sci (Weinh). 2024 Sep 19;11(42):2407774. doi: 10.1002/advs.202407774
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary table1.**

**Supplementary table 2.**

| Antibody | Company | Cat. |
| --- | --- | --- |
| PARN | Proteintech | 13799-1-AP |
| Insulin | Proteintech | KHC0004 |
| Proinsulin | DSHB | GS-9A8 |
| Glucagon | Boster | BM1621 |
| PARN | Abcam | ab125185 |
| FLAG | Proteintech | 66008-4-Ig |
| HA | Abmart, | 26D11 |
| GAPDH | Proteintech | 60004-1-Ig |
| PTBP1 | Santa Cruz | sc-56701 |
| SLC30A8 | Proteintech | 16169-1-AP |
| CHST3 | Proteintech | 18242-1-AP |
| Rabbit IgG | Beyotime | A7058 |

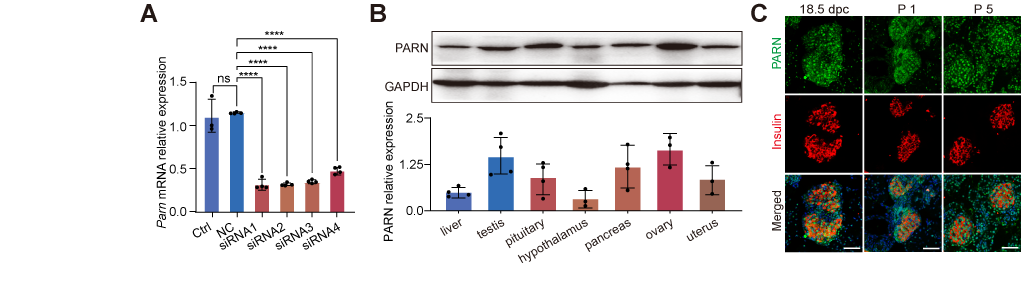

**SFig.1 PARN was highly expressed in β cells**. (A) qRT-PCR verified the knockdown of *Parn* mRNA in NIT-cells 48 hours after siRNA transfection, n=3-4. (B) Western blotting was detected PARN expression of mouse tissue. Bars represent the average protein expression levels normalized to GAPDH obtained by densitometry analysis, n=3-4. (C) The expression pattern of PARN in mouse pancreas at different periods was detected by immunofluorescence with antibody against Insulin (red), PARN (green), the nuclei were stained DAPI (blue), bar=25 μm. **** *P*<0.0001, Student’s *t*-test and ANOVA.

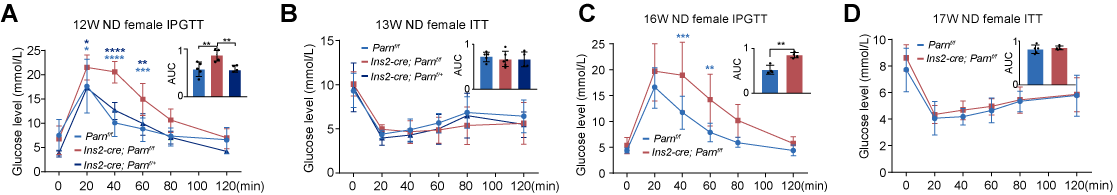

**SFig.2 β-cell specific deletion of PARN caused glucose intolerance in female ND mice.** (A) The IPGTT test (2 g glucose/kg body weight) was carried out in 16-h fasted 12-wk-old female mice, area under the curve (AUC), n=4-5. (B) The ITT test (0.75 U insulin/kg body weight) was carried out in 4-h fasted 13-wk-old female mice, area under the curve (AUC), n=3-5. (C) Variations in glucose levels during IPGTT at 16 weeks, area under the curve (AUC), n=4-5. (D) ITT at 17 weeks. The insulin dose was 0.75 U/g body weight, area under the curve (AUC), n=5. * *P*<0.05, ** *P*<0.01, *** *P*<0.001, **** *P*<0.0001, Student’s *t*-test and ANOVA.

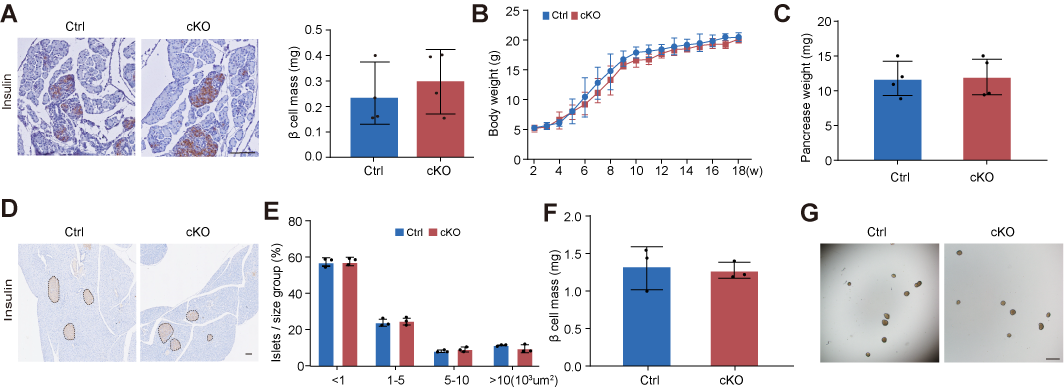
 **SFig.3 β-cell-deletion PARN did not affect cell development in female mice under normal diet conditions.** (A) Immunohistochemistry pancreatic sections from 3-days mice. Results of morphometric analysis of β cell mass at 3-days mice, n=3-4, bar=100 μm. (B) Body weight from 2 weeks to 18 weeks of Ctrl and cKO mice, n=4. (C) Pancreas weight at 18 weeks of Ctrl and cKO mice, n=4. (D) Immunohistochemistry pancreatic sections from 18-week mice, bar=100 μm. (E) β cell mass in entire pancreas in 18 weeks mice, n=3. (F) Islet size distribution as stratified by ranges of islet area from 18 weeks mice by image J, n=3. (G) Islets were isolated from 18-week-old Ctrl and cKO male mice. Student’s *t*-test and ANOVA.

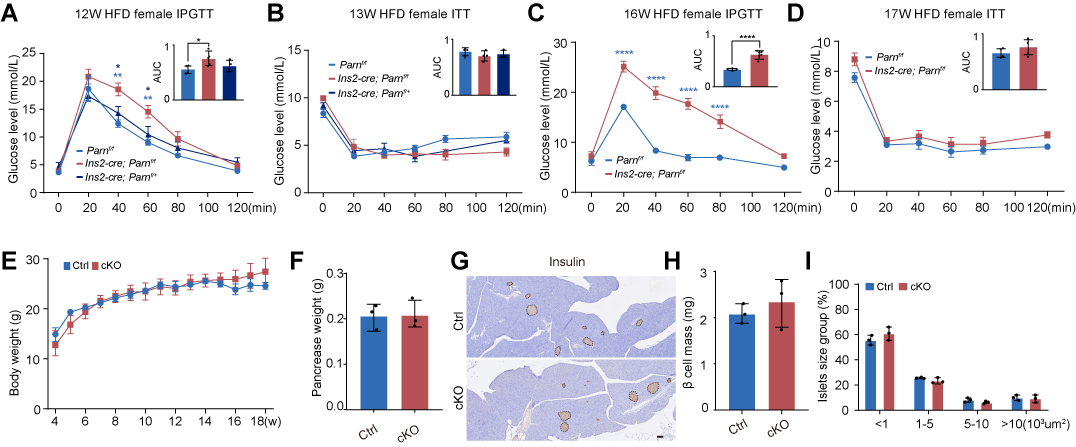

**SFig.4 β-cell specific knockout *Parn* induces glucose intolerance in high fat diet female mice.** (A) IPGTT, 2 g/kg glucose in 16 h fasted 12 weeks mice and the area under the curve (AUC), n=4-5. (B) ITT, 0.75 U/kg insulin in 4 h fasted 13 weeks mice and the area under the curve (AUC), n=3-4. (C) IPGTT, 2 g/kg glucose in 16 h fasted 16 weeks mice and the area under the curve (AUC), n=4-5. (D) ITT, 0.75 U/kg insulin in 4 h fasted 17 weeks mice, the area under the curve (AUC) of ITT performed at 17 weeks, n=4. (E) Body weight from 4 weeks to 18 weeks of Ctrl and cKO mice, n=4-6. (F) Pancreas weight from 18 weeks Ctrl and cKO HFD female mice, n=3. (G)Immunohistochemistry pancreatic sections from 18-week Ctrl and cKO mice., bar=100 μm. (H) β cell mass in entire pancreas at 18 weeks Ctrl and cKO mice, n=3. (I) Islet size distribution as stratified by ranges of islet area at 18 weeks mice by ImageJ, n=3. * *P*<0.05, ** *P*<0.01, **** *P*<0.0001, Student’s *t*-test and ANOVA.

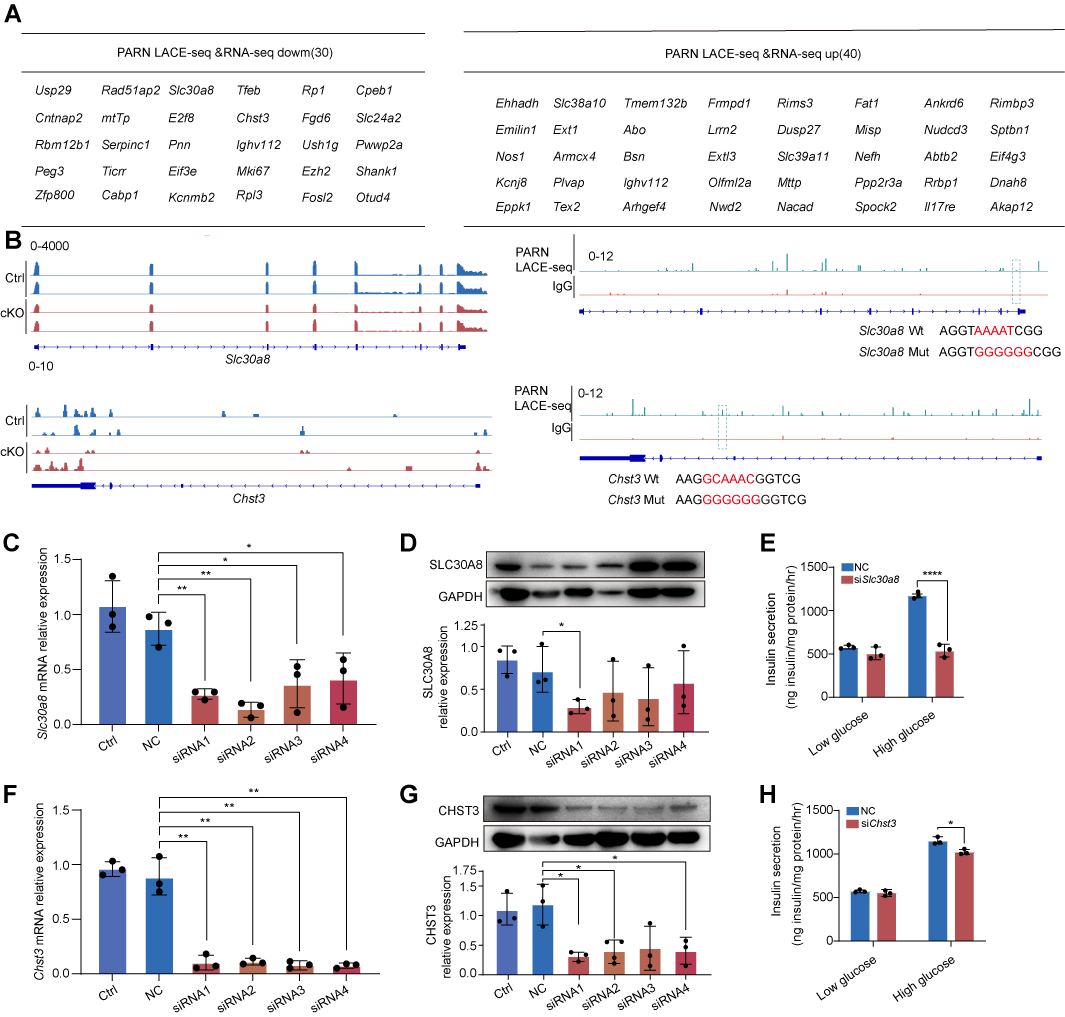

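Of the 70 gene entries in the overlap lists, 3 were not tested because their mean FPKM was under 0.1. These were *Rp1* and *Ticrr* among the lower genes and *Rimbp3* among the higher. The immunoglobulin gene *Ighv1-12* stands in both lists; its FPKM was 0.148, 0 and 0 in the Ctrl samples and 0, 5.22 and 1.72 in the cKO samples. The largest fall in the list of lower genes was that of *Mki67*, with a log2 fold change of -0.68 (standard error 0.430, limma adjusted p = 0.80), followed by *mt-Tp* with -0.62 and *Rbm12b1* with -0.61. *Mki67* had an FPKM of 3.85 in Ctrl replicate 1 and between 0.385 and 0.890 in the other 5 samples. The largest rise in the list of higher genes was that of *Dnah8*, with an FPKM of 1.47 ± 1.57 (SD, n = 3) in Ctrl and 8.09 ± 2.25 in cKO (log2 fold change 2.06, standard error 0.474, limma adjusted p = 0.414). *Abo* was listed at an FPKM of 0 in each Ctrl sample and at 0.120 to 0.403 in the cKO samples. Of the lower genes 16 tested genes did not pass an unadjusted p under 0.05 in the stated direction, and of the higher genes 11.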

**SFig.5 PARN regulates mRNA expression in islets.** (A) LACE-seq and RNA-seq overlap gene. (B) IGV visualizes gene abundance in Ctrl and cKO and location of PARN binding peaks and base mutation sequence. (C) The *Slc30a8* mRNA expression level of NIT-1 cells transfected with *Slc30a8* siRNA was detected by qRT-PCR, n=3. (D) The knockdown efficiency of NIT-1 cells transfected with *Slc30a8* siRNA was detected by Western blotting, n=3. (E) The insulin secretion level of NIT-1 cells transfected with *Slc30a8* siRNA1 was detected by ELISA kit, n=3. (F) The knockdown efficiency of NIT-1 cells transfected with *Chst3* siRNA was detected by qRT-PCR, n=3. (G) Western blotting analysis of protein expression in NIT-1 cells transfected with *Chst3* siRNA, n=3-4. (H) ELISA kit was used to detect the insulin level secretion of NIT-1 cell transfected *Chst3* siRNA1, n=3. * *P*<0.05, ** *P*<0.01, **** *P*<0.0001, Student’s *t*-test and ANOVA.

How the deposited data were processed for this re-analysis (not part of the article)

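RNA-seq of pancreatic islets in 3 samples of Ctrl mice and 3 of cKO mice was used. The authors extracted total RNA with TRIzol, made libraries with a SMARTER mRNA kit and compared the genotypes with DESeq2; the paper's text does not name the aligner, the counting tool, the annotation release or the threshold for differentially expressed genes. The authors deposited FPKM values per gene and sample, scaled by gene length and library size, with replicates kept apart and genes at 0 retained. Of the 55060 genes, 528 had identifiers outside the Ensembl annotation. Between 22790 and 23792 genes were above 0 per sample. Reads were read back from FPKM, gene length and the step between values. They were used for depth and for alternatives only.

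From the FPKM values, log2(FPKM + 1) was compared between genotypes with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend, two-sided, Benjamini-Hochberg adjustment) for genes with a mean FPKM of at least 0.1. Sets were tested with limma's camera at an inter-gene correlation of 0.01, on 4 mouse Reactome sets from fgsea 1.28.0 and on 15 marker and response lists, with adjustment over these 19. The lists of genes taken from the paper were left out of this family, which departs from the written design. Figures and exon coordinates were made with Python 3.11.15 and matplotlib 3.10.9.

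The comparisons, the samples in each, the marker lists, the named genes and 14 alternatives of the fit were fixed before the data were examined. The genes named are those of the paper's RNA-seq text and figures, *Ptbp1*, *Ins1* and *Ins2*, and the 5 largest rises and falls without overlap at a mean FPKM of at least 1. Members of the lists are also named; *Slc2a1*, *Gipr*, *Rab3a* and *Pcsk1*, named beside the paper's text, were chosen after their values were seen. A further 8 alternatives were chosen after seeing the data: limma's voom on the reads read back, in 5 forms, weights for each sample, and an immune or a Y-linked marker score as a covariate. Samples were grouped by the labels of the authors. Same-numbered samples are different animals, and the numbers come from the labels.

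The code was tested on simulated data. With no gene changed, 2 of 21150 genes had an adjusted p under 0.05 and 5.40% an unadjusted p under 0.05. With 200 genes changed, 13 unchanged genes were called. A set raised 1.5-fold had an adjusted p of 1.51e-40 (limma camera). The simulated genes varied independently, so this does not tell how camera performs on sets whose genes move together. LACE-seq, qRT-PCR, mass spectrometry and physiological measurements were not analysed here, and the gene ontology and KEGG sets were not used here. Some genes and sets that were tested are not reported here.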

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

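The tests of low values, of single samples and of markers moving together for the lactogen list, and every test of the sex of the mice, were chosen only after the result was seen. The paper does not discuss the genes below. For each list, the real split was set against the 4 of the 10 splits of the 6 samples that part all 3 same-numbered pairs; the other 6 part 1 pair. With 4 splits the smallest share is 1 of 4, and with all 10 it is 1 of 10, so by design these counts cannot tell any of these lists apart from grouping by chance. Over all 10 splits, 1 gave a difference as large for the lactogen list, 4 for the acinar, 2 for the stromal and 1 for the endothelial list.

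A list of 11 genes that respond to lactogenic hormones in β cells had a mean log2 fold change of 1.256, with a score of 3.54, 3.00 and 2.45 in Ctrl and 4.45, 4.13 and 4.18 in cKO, higher in 3 of 3 cKO samples. Adjusted over the list alone, 10 of 11 genes had an adjusted p under 0.05 (limma), and over all genes tested 0 had. *Tph2* rose by 1.32, *Matn2* by 2.22, *Ivd* by 1.07 and *Socs2* by 0.66 on the log2 scale. The mean was 1.098 with the acinar score as a covariate, 1.326 with the immune score, 1.271 after quantile normalization, 1.284 over the members with a mean FPKM of at least 1, and at least 0.9837 with each sample left out, so acinar or immune marker scores, quantile normalization, low values and a single sample did not account for it. With the Y-linked score as a covariate it was 1.261, but this score differed by -0.03 between the genotypes and so could not move the difference. The scores of the samples say more. At a Y-linked score of 0, the list score was 2.45 in Ctrl replicate 3 and 4.13 in cKO replicate 2. At the highest Y-linked score, 2.711, it was 4.18 in cKO replicate 3. Within Ctrl the list score was lowest at a Y-linked score of 0, but cKO replicate 2 lay above every Ctrl sample. These values argue against the sex of the mice as the source of the rise of this list. With the inter-gene correlation estimated, the limma camera adjusted p was 0.4147, within a range of 5.41e-15 to 0.415 over 23 alternatives, of which 22 were under 0.05; markers moving together from sample to sample therefore remain an explanation. Of the 4 splits, 1 (the real one) gave a difference as large. The labels name 0 groups with the transgene and intact *Parn*, and whether any Ctrl sample carried the transgene is not known here, so the rise cannot be told apart from an effect of the transgene. A candidate explanation is a lactogenic response in cKO islets, from the transgene or the deletion.

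Markers of acinar cells were higher by 0.6466, but with scores of 9.68, 10.1 and 8.70 in Ctrl and 10.8, 8.93 and 10.6 in cKO, the samples overlapped. The estimated inter-gene correlation gave a limma camera adjusted p of 0.7514 (range over alternatives 2.14e-10 to 0.831), and 2 of the 4 splits gave a difference as large. Stromal markers were higher by 0.7976, through cKO replicates 2 and 3 (scores 1.79, 1.30 and 1.52 in Ctrl; 1.62, 2.78 and 2.60 in cKO), with an adjusted p of 0.6156 by limma camera at the estimated correlation (range 2.34e-09 to 0.616) and 2 of 4 splits as large. Endothelial markers were higher by 0.2021, mainly through cKO replicates 2 and 3 (scores 3.571, 3.527 and 3.569 in Ctrl; 3.584, 3.824 and 3.866 in cKO). In 3 of 3 cKO samples the score lay above every Ctrl sample, in replicate 1 only just. The adjusted p was 0.6579 by the same limma camera test (range 1.18e-05 to 0.658), with 1 of 4 splits as large. For all 3 lists, markers moving together from sample to sample remain an explanation, and no biological one was tested.

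The Y-linked score (mean log2(FPKM + 1) of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*) was 2.711 in cKO replicate 3, where *Xist* was at 0.139 FPKM. In Ctrl replicate 3 and cKO replicate 2 the Y-linked genes were listed at 0 and *Xist* was at 42.5 and 39.4. In Ctrl replicates 1 and 2 and cKO replicate 1, *Xist* was at 24.1, 20.4 and 29.9 and the Y-linked score at 1.92, 1.62 and 0.733. A first test of islets of both sexes in one library, with *Xist* and every Y-linked gene at an FPKM of at least 1, found 0 libraries; a second one, added after that with every Y-linked gene above 0, found 3 libraries. The lowest mean FPKM of the Y-linked genes was 0, which goes against reads shared between X and Y copies. Islets of both sexes may therefore be in 3 libraries; the paper's text does not name the sex of the sequenced mice.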

How the results depend on the processing

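Of 250 comparisons of the paper's named genes under the alternatives listed in advance, 220 kept their direction and side of the threshold, 20 were weaker, 8 stronger and 2 reversed. For the 5 largest rises and falls, 119 stayed and 21 were weaker. Over 18 lists and sets other than the insulin secretion set, 414 comparisons gave 371 unchanged, 15 weaker, 7 stronger and 21 reversed. The cause was not tested for any change below. Depth limits *Chst3*, which had 6 to 20 reads in the 5 samples other than Ctrl replicate 1.

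The mean correlations between genotypes, within cKO and within Ctrl were 0.919, 0.937 and 0.907 with a pseudocount of 0.1, 0.947, 0.964 and 0.939 at a mean FPKM of at least 1, 0.927, 0.945 and 0.915 by Spearman's rho, and 0.988, 0.993 and 0.997 on FPKM without log. Without a filter they were 0.971 between genotypes and 0.98 within cKO. The correlation of the group means was 0.970 with a pseudocount of 0.1 and 0.964 by Spearman's rho.

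Genes at an adjusted p under 0.05 (limma) numbered 43 higher and 6 lower with voom and sample quality weights, where 1500 higher and 1252 lower passed an unadjusted p under 0.05, and 2 higher with voom and summed reads as library size, where 1499 and 328 passed. With at least 10 mean reads and summed reads, 1389 higher and 218 lower passed the unadjusted p. Summed reads discard the divisor of the authors, so these counts also hold the difference between the scalings. The share of higher genes, 58.5% on log2(FPKM + 1), was 61.9% with voom and 82% with voom and summed reads, and with at least 10 mean reads 64.6% and 86.4%. It was 48.6% without Ctrl replicate 3, 48.7% with the immune score, 50.4% with array weights and 51.6% without Ctrl replicate 1, so an excess of higher genes was not seen under each alternative. Lower genes numbered 1245 with array weights and 1222 with the immune score as a covariate. Across the 6 fits that each left out 1 sample, 0 to 1 genes were higher at an adjusted p under 0.05, and at an unadjusted p under 0.05 709 to 1251 were higher and 402 to 1173 lower.

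Same-numbered samples are different animals, and the correlation of their deviations was -0.171, -0.0219 and -0.0652 (mean -0.0859). With the replicate number as a block, 0 genes had an adjusted p under 0.05, 737 were higher and 538 lower at an unadjusted p under 0.05, 5 lower and 19 higher LACE-seq overlap genes passed, and the insulin secretion set differed by -0.02 (limma camera adjusted p = 0.979, range 0.0729 to 0.990).

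The lower overlap genes that passed numbered 3 with the acinar score, 6 with the Y-linked score, 5 with voom and summed reads, 5 with at least 10 mean reads too, 3 to 12 with each sample left out, 14 with voom, 18 with quality weights, 14 with at least 10 mean reads, 16 with array weights and 18 with the immune score. The higher ones numbered 18 with the acinar score, 15 to 20 with each sample left out, 35 with voom, 31 with quality weights, 37 with summed reads, and 33 and 35 with at least 10 mean reads, without and with summed reads.

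The insulin secretion set reversed to 0.000765 after quantile normalization and 0.0132 with the acinar score, and lay between -0.12 and 0.0745 with each sample left out. With each sample left out, the insulin secretion list lay between -0.153 and 0.0517, *Ins1* between -0.115 and 0.0185, the alpha list between -0.0104 and 0.313, the delta list between -0.0612 and 0.202, the immune list between -0.580 and 0.492, the PP list between -0.224 and 0.299 and the Y-linked list between -0.80 and 0.551. With voom and summed reads, *Ins1* reversed to 0.0524 and *Ptbp1* to 0.0298, and with at least 10 mean reads too to 0.0523 and 0.0301. With quality weights, the delta list reversed to -0.0575, the immune list to 0.310 and the PP list to -0.0949. With array weights, the immune list reversed to 0.232, the PP list to -0.0284 and the Y-linked list to 0.0936. With the immune score, the immune list reversed to 0.00525 and the Y-linked list to 0.0955, and with the Y-linked score the latter to 0.0103. The PP list reversed to -0.154 after quantile normalization and -0.0132 with the acinar score.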

Differences from the paper's values

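Of the genes that the paper lists as bound in LACE-seq and lower in cKO islets, the paper gives 30, and 12 were lower at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap, with 3 to 12 genes, and the alternatives chosen after seeing the values gave at most 18.

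Among genes the paper reports as lower, the following did not pass an unadjusted p under 0.05. *Slc30a8* (log2 fold change -0.35) passed without Ctrl replicate 1, with voom and sample quality weights and with array weights. *Chst3* (-0.52) passed with the immune score as a covariate. That score was 4.95 in Ctrl replicate 1 and 2.755 to 3.491 in the other samples, and *Chst3* was also highest in Ctrl replicate 1. The fit therefore leans on that sample, without which the log2 fold change of *Chst3* was -0.01. *Sytl4* (-0.29) and *Cpeb1* (-0.34) passed without Ctrl replicate 1, with voom and quality weights, array weights and the immune score. *Glul* (-0.43) passed under these and also without cKO replicate 1 and with voom. *Rfx6* (-0.37) passed with the replicate block and without Ctrl replicate 1. *Slc24a2* passed like *Sytl4*, and *Rad51ap2* like *Sytl4* and with the replicate block. *Tfeb* passed without Ctrl replicate 3 and with voom and quality weights, *Serpinc1* and *Rpl3* without Ctrl replicate 3, *Ezh2* without Ctrl replicate 2, and *mt-Tp* and *Mki67* with the immune score. Both *mt-Tp* and *Mki67* were highest in Ctrl replicate 1, and without that sample their log2 fold changes were -0.31 and -0.16. *Shank1* passed with voom, with voom and quality weights and with voom at a minimum of 10 mean reads, and *Fosl2* under the same and with array weights. *E2f8*, *Fgd6* and *Ighv1-12* passed as lower in none of the settings run.

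Among genes the paper reports as higher, *Rims3* passed with median-ratio rescaling, without cKO replicate 2 and with voom in 4 forms, all but the one with quality weights. *Abtb2* passed with these 4 forms, without the trend, and without Ctrl replicate 2 or cKO replicate 2. *Ppp2r3a* passed with all 5 forms of voom, quantile normalization, no trend, without Ctrl replicate 1, array weights and the immune score. *Rrbp1* passed with all 5 forms of voom, a pseudocount of 0.1, quantile normalization, median-ratio rescaling, the replicate block, without Ctrl replicate 1, array weights and the immune score. *Eppk1* passed with all 5 forms of voom, and *Arhgef4* and *Nwd2* with these and without a filter. *Spock2* passed with voom and summed reads, with or without the minimum of 10 mean reads, *Il17re* with these and without cKO replicate 2, and *Akap12* without cKO replicate 1. *Ighv1-12*, which the paper lists in both directions, passed as higher with the acinar score as a covariate, without cKO replicate 1 and with array weights. Voom, the quality and array weights and the immune score were chosen after seeing the values.

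Figure 5E,F lists insulin secretion among the enriched terms; the Reactome set differed by -0.02 (limma camera adjusted p = 0.942, range over alternatives 0.0729 to 0.990). In Figure 5G, read by eye, *Vsnl1* is highest of the cKO samples in replicate 1, *Ucn3* lowest in replicate 3 and *Glul* highest in replicate 3. In the FPKM values, *Vsnl1* was highest in cKO replicate 3 (3.56), *Ucn3* highest in replicate 3 (188) and *Glul* highest in replicate 1 (99.5). *Nnat* is highest in Ctrl replicate 3 there and was highest in Ctrl replicate 2 (27.4) here. In Figure 6F, *Chst3* is high and *Slc30a8* low in Ctrl replicate 3, and here both were so in Ctrl replicate 1 (2.24 and 326 FPKM).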

Other observations

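The splits for the counts of genes, the tests of Ctrl replicate 1, counting noise in *Chst3*, and reads shared between *Ins2* and *Ins1* were chosen only after the result was seen. Splits were compared as for the lists above, and by design the counts of splits cannot tell a result apart from grouping by chance.

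Of the 4 splits, 2 gave as many genes at an unadjusted p under 0.05: the real one with 1570 and the split of Ctrl replicate 1 with cKO replicates 2 and 3 with 1921, against 637 and 551 for the others. At an adjusted p under 0.05 (limma), 4 of 4 splits gave as many, with 0 genes each, which a count of 0 fixes in advance. The overlap genes of LACE-seq in the stated direction were as many in 1 of 4, 40 against 1, 1 and 5, but they were chosen by the paper on these samples, so this shows no stability. A camera p of the insulin secretion set as small was given by 4 of 4, in a set with a limma camera adjusted p of 0.942 (range 0.0729 to 0.990) and a difference of -0.02, so this count says little. Of the 4, 2 gave as many sets at an adjusted p under 0.05, with 6 in the real split. Those 6 were the lactogen, p53 target, stromal, endothelial, proliferation and acinar lists.

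Ctrl replicate 1 stood apart from the other 5 samples. Its immune marker score was 1.459 above the highest of the others, with *Lyz2* at 539 FPKM against 15.6 to 56.0, so RNA from immune cells is a candidate source. Its library size as read back, 17.45 in units of 1e6, lay within the range of the others. So did its reads on genes, at 17519109 against 16289408 to 17944775. *Chst3* had 254 reads in it, with a lower 95% Poisson bound of 223.7, above the 20 reads or fewer of the others, so counting noise did not account for it. With the immune score as a covariate, the log2 fold change of *Chst3* between the genotypes was -0.3756, which does not bear on the source of the reads in this sample, so the excess cannot be told apart from RNA of immune cells. No biological explanation was tested.

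A list of 12 proliferation genes differed from the other genes by -0.36 (limma camera adjusted p = 0.00240, range 1.22e-07 to 0.751), with scores of 1.47, 0.381 and 0.705 in Ctrl and 0.406, 0.526 and 0.50 in cKO, so the samples overlapped and Ctrl replicate 1 was highest.

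*Ins2* was lower in 3 of 3 cKO samples. The summed FPKM of *Ins1* and *Ins2* had a log2 fold change of -0.3231, and *Ins2* had -0.4306 with the acinar score as a covariate and -0.4528 after median-ratio rescaling. Median-ratio rescaling changed the value little, so it is a weak test of the authors' scaling. With voom on reads scaled by library size the log2 fold change was -0.46, and with summed reads as library size -0.38, so part of the fall depends on the scaling. *Ins2* stayed lower with the acinar score, and the sum of *Ins1* and *Ins2* was lower too. The limma adjusted p of *Ins2* was 0.982, and over 22 alternatives it ranged from 0.128 to 1, so the fall did not pass an adjusted p under 0.05. The 0.982 came with the trend of the empirical Bayes step, and without the trend the limma adjusted p was 0.476. At an unadjusted p under 0.05, *Ins2* passed in 6 of the 22, without the trend and with the 5 forms of voom. After quantile normalization its change is fixed at 0, since it is the gene with the highest FPKM in every sample.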
